# FOXO1 regulates uterine epithelial integrity and progesterone receptor expression critical for embryo implantation

**DOI:** 10.1371/journal.pgen.1007787

**Published:** 2018-11-19

**Authors:** Yasmin M. Vasquez, Xiaoqiu Wang, Margeaux Wetendorf, Heather L. Franco, Qianxing Mo, Tianyuan Wang, Rainer B. Lanz, Steven L. Young, Bruce A. Lessey, Thomas E. Spencer, John P. Lydon, Francesco J. DeMayo

## Abstract

Successful embryo implantation requires a receptive endometrium. Poor uterine receptivity can account for implantation failure in women who experience recurrent pregnancy loss or multiple rounds of unsuccessful *in vitro* fertilization cycles. Here, we demonstrate that the transcription factor Forkhead Box O1 (FOXO1) is a critical regulator of endometrial receptivity *in vivo*. Uterine ablation of *Foxo1* using the progesterone receptor Cre (*Pgr*^*Cre*^*)* mouse model resulted in infertility due to altered epithelial cell polarity and apoptosis, preventing the embryo from penetrating the luminal epithelium. Analysis of the uterine transcriptome after *Foxo1* ablation identified alterations in gene expression for transcripts involved in the activation of cell invasion, molecular transport, apoptosis, β-catenin (CTNNB1) signaling pathway, and an increase in PGR signaling. The increase of PGR signaling was due to PGR expression being retained in the uterine epithelium during the window of receptivity. Constitutive expression of epithelial PGR during this receptive period inhibited expression of FOXO1 in the nucleus of the uterine epithelium. The reciprocal expression of PGR and FOXO1 was conserved in human endometrial samples during the proliferative and secretory phase. This demonstrates that expression of FOXO1 and the loss of PGR during the window of receptivity are interrelated and critical for embryo implantation.

## Author summary

Human fertility is an inefficient process whereby 30% of pregnancies cease before the second trimester. The uterine environment plays a critical role in establishing and maintaining a successful pregnancy. Here, we show that the transcription factor Forkhead Box O1 (FOXO1) increases in the nuclei of endometrial epithelia of both human and mice during the time of embryo implantation, and thus, hypothesize that FOXO1 plays an important role in governing uterine receptivity. To test this hypothesis, we ablated *Foxo1* in the mouse uterus. These mice were infertile due to defective implantation and invasion. The mutant mice demonstrated increased PGR signaling and retained PGR expression in the endometrial epithelia at the window of receptivity. By generating mice with deregulated uterine epithelial *Pgr* expression, we further demonstrated that constitutive expression of epithelial PGR during the receptive period inhibited the expression of FOXO1 in the uterine epithelium. Such reciprocal expression of PGR and FOXO1, similar to a Yin-and-Yang balance, was conserved in human endometrium during the proliferative and secretory phase, suggesting FOXO1 gain and PGR loss in the uterine epithelium is a marker and regulator of endometrial receptivity necessary for the establishment of pregnancy.

## Introduction

The uterine endometrium is receptive to the implanting embryo only during a discrete period in the female reproductive cycle, known as the “window of receptivity” (WOR). During the WOR, the implanting blastocyst and the endometrium engage in intricate and reciprocal physical and metabolic interactions [1]. The synchronous, complementary expression of growth factors, extracellular matrix components, and membrane-bound receptors during this time is critical for anchoring the implanting blastocyst to the apical surface of the luminal epithelium (LE) and guiding the trophoblasts invasion through this barrier [1, 2]. This highly invasive process establishes a fetal-maternal interface for nutrient and gas exchange [3]. The mechanisms by which the trophoblasts breach the LE barrier and progressively displace the underlying decidua are not fully understood, but have been proposed to involve the timely removal of the epithelial barrier by the process of entosis[4–6]. Incomplete or defective implantation is associated with cases of recurrent implantation failure in patients undergoing *in vitro* fertilization and in complications of pregnancy, such as preeclampsia, underscoring the clinical importance for understanding the mechanisms involved in establishing a receptive endometrium [7–10].

The WOR is regulated at the level of gene expression by the ovarian hormones estrogen and progesterone acting via their cognate nuclear receptors, the estrogen receptor (ESR1) and the progesterone receptor (PGR). These receptors work in conjunction with a number of transcription factors and coregulators to regulate uterine physiology [11, 12]. One of the transcription factors which co-regulates PGR action is the Forkhead Box O1 (FOXO1). FOXO1 is a member of the Forkhead domain family. FOXO1 has been observed to interact with PGR in decidualized human endometrial stromal cells *in vitro* to regulate target gene expression that controls cell proliferation and epithelioid differentiation [13]. FOXO1, like other members of the family, is involved in the regulation of cell cycle, apoptosis, and modulation of metabolic flux. While expression of FOXO1 is known to be induced and required in the decidualization of human endometrial stromal cells in tissue culture settings [14], the *in vivo* role of FOXO1 in the uterus prior to implantation has not been investigated. The aims of this study were to define the expression pattern of FOXO1 in the human and murine endometrium, to determine the functional roles of FOXO1 in steroid signaling, and to determine the requirement of FOXO1 in female fertility. We report that FOXO1 is localized in the nucleus of the luminal (LE) and glandular (GE) epithelium of the endometrium during the WOR in humans and mice and in the cytoplasm of the murine decidua as pregnancy processes. Since the whole body ablation of FOXO1 results in embryonic lethality [15], we used the Pgr^Cre^ mouse model to conditionally ablate Foxo1 in PGR expressing cells. The Pgr^Cre^ edits genes in the pituitary, preovulatory ovary granulosa cells, mammary gland and all compartments of the mouse uterus [16, 17]. The conditional ablation of *Foxo1* using the Pgr^Cre^ resulted in infertility due to disrupted implantation of the blastocyst. Surprisingly, the post implantation decidual process was not severely impacted. Analysis of the FOXO1-dependent transcriptome at day 4.5 of pseudopregnancy (PPD 4.5) identified several important pathways involved in the fetal-maternal crosstalk regulated by FOXO1. The processes identified correspond to those that allow the removal of the epithelial barrier for trophoblastic invasion. One of the processes altered was the expression of PGR in the uterine epithelium during the WOR. We then demonstrated that expression of FOXO1 and loss of PGR are interrelated and a can serve as a marker for the WOR in mice and humans. [17][15]

## Results

### Endometrial expression of FOXO1 during the preimplantation period

Expression of FOXO1 was evaluated in the murine endometrium during the peri-implantation period of pregnancy. Immunohistochemical analysis was conducted on the uteri of pseudopregnancy day (PPD) 0.5 to day 5.5 C57BL/6J female mice. At PPD 0.5, FOXO1 protein was detected in the nucleus of the GE and LE. From PPD 1.5 to 3.5, FOXO1 protein was detected at low levels in the cytoplasm of the LE and GE. At PPD 4.5, FOXO1 protein was localized to the nucleus in both the GE and LE. At PPD 5.5 GE and LE FOXO1 protein was retained in the nucleus and weak cytoplasmic expression was evident (**Fig 1A).**

**Fig 1:**
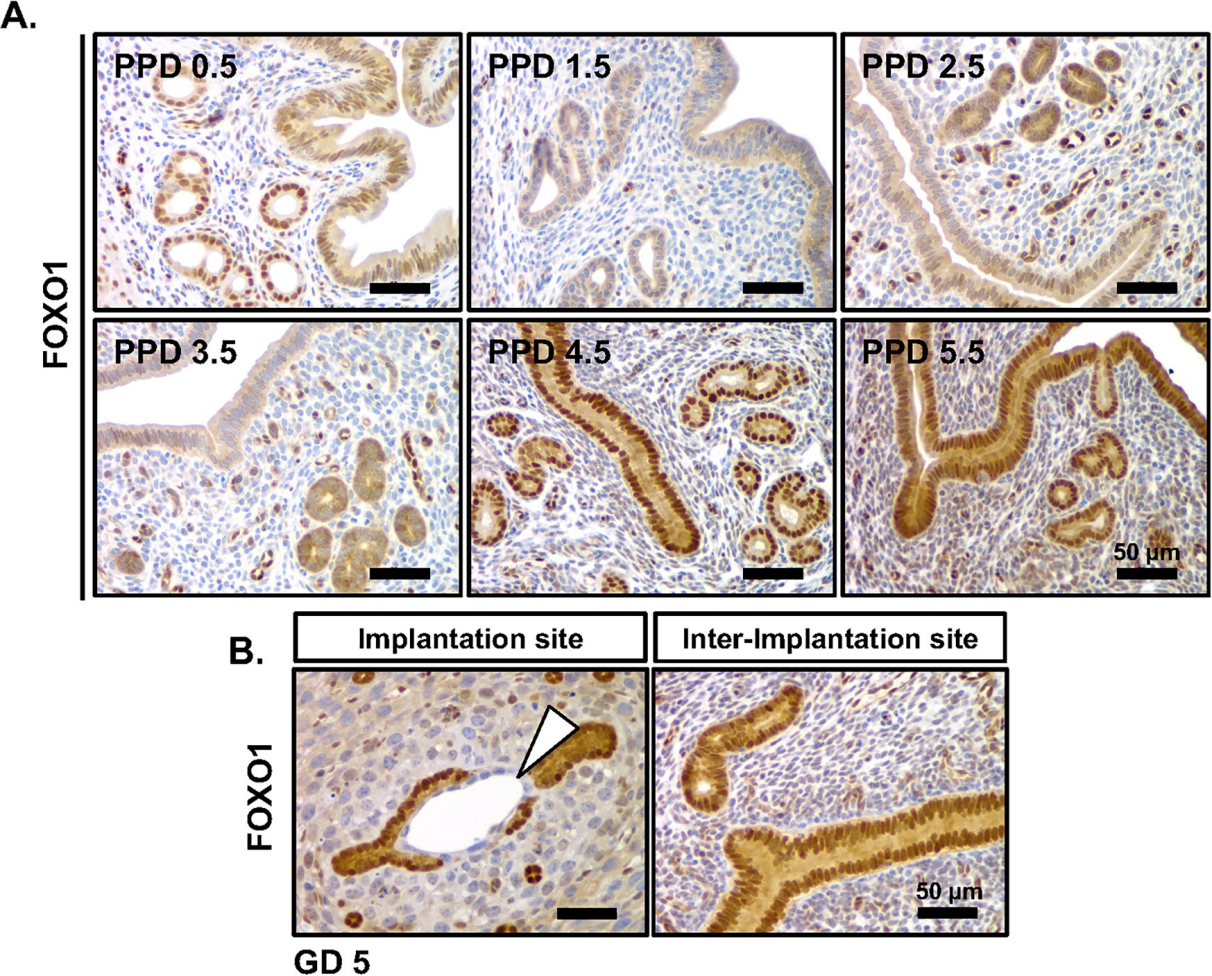
Endometrial expression of FOXO1 during the preimplantation period in the uteri of pseudopregnant mice. **(A)** Immunohistochemical staining for FOXO1 in endometrial cross sections of pseudopregnant (PP) mice (*n* = 3). **(B)** Immunohistochemical staining FOXO1 in sagittal sections of the implantation site (IS) and inter-implantation site (I-IS) in the afternoon of the window of receptivity (gestational day 5, GD 5)(*n* = 3). Blastocyst indicated by the white triangle. Scale bar, 50 μm.

The expression of FOXO1 was next examined during pregnancy in the mouse. Previous *in vitro* studies [14, 18] spurred the expectation that FOXO1 expression would be induced in the stromal compartment during decidualization. [19] FOXO1 expression in the uteri at gestational day (GD) 5 revealed a similar expression pattern as that seen at PPD 5.5. The nuclei of the LE and GE adjacent to the implanting embryo, as well as, in the inter-implantation site (I-IS) were immune-positive for FOXO1. Expression of FOXO1 is maintained around the implanting embryo where the epithelium has not been removed by embryo implantation. **(Fig 1B, arrow)**. While the staining for FOXO1 was negative in both the nucleus and cytoplasm of the primary decidual zone (PDZ), the cytoplasm of the stroma surrounding the PDZ was faintly immune-positive for FOXO1 **(Fig 1B)**. Furthermore, FOXO1-staining localized to the cytoplasm of decidual cells, while blood vessels displayed nuclear immunostaining for FOXO1 (**Fig 1B**). The endometrial compartment-specific and temporal subcellular localization of FOXO1 in the pregnant murine endometrium suggests a potential role of FOXO1 during the WOR.

### Endometrial ablation of Foxo1

The impact of *Foxo1* ablation on female mouse fertility was determined by the conditional ablation of *Foxo1* in the mouse uterus. Generation of the conditional allele targeting the second major coding exon of *Foxo1* (encoding the C-terminal half of the full-length protein) was previously described. [20] Floxed *Foxo1* (*Foxo1*^*f/f*^) mice were crossed with the *Pgr*^*Cre*^ mouse model [16] to generate *Pgr*^*Cre*^ *Foxo1*^*f/f*^ (*Foxo1*^*d/d*^) animals. Validation of the tissue specific ablation of Foxo1 was performed on ovariectomized (OVX) females primed with estrogen (E2) and progesterone (P4) to mimic day 3.5 of pregnancy (OVX+E2/P4). Quantitative real time qPCR shows significantly attenuated levels of *Foxo1* transcripts in the uteri of *Foxo1*^*d/d*^ females when compared to the *Foxo1*^*f/f*^ females (**Fig 2A).** Notably, the *Foxo1* knockout appeared to have no effect on the expression of the genes encoding for the progesterone receptor (*Pgr*) and estrogen receptor alpha (*Esr1*) at this time point. Evidence of ablation was also confirmed by Western blot analysis of FOXO1 protein levels (**Fig 2B).** This hormonal regimen was favored over a natural mating time point to circumvent any variation resulting from differences in mating time, or the contribution of embryonically-derived tissue during the molecular analysis. Immunostaining for FOXO1 was also conducted at GD 5 in the uteri of *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ females mice. This staining showed that while FOXO1 immunoreactivity was present in the LE and GE and uterine blood vessels, of control *Foxo1*^*f/f*^ mice while FOXO1 was only detected in the uterine blood vessels of *Foxo1*^*d/d*^ females, demonstrating that in the uterus, ablation was specific to the epithelial and stromal compartments (**Fig 2C).**

**Fig 2:**
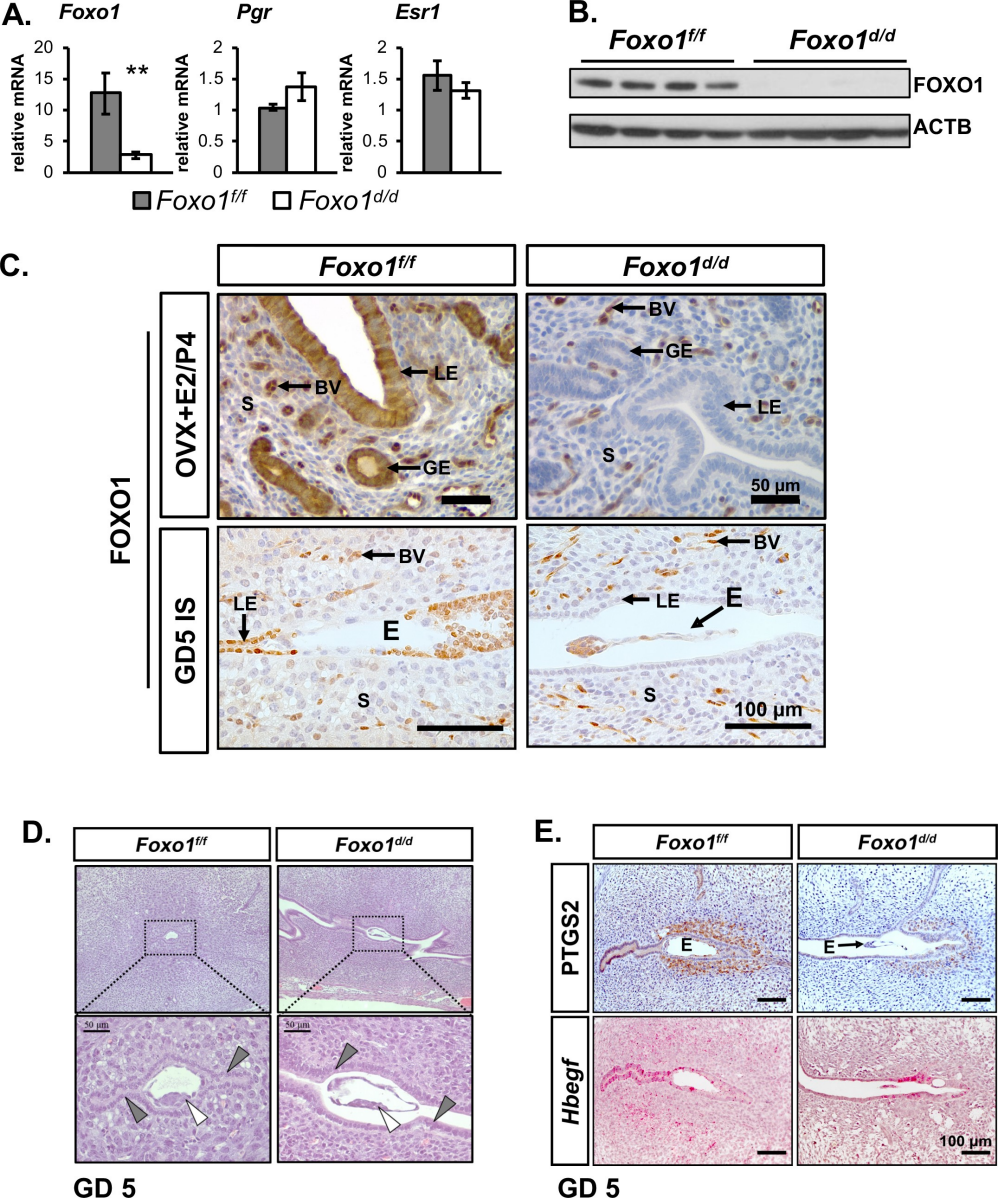
Ablation of *Foxo1* in the endometrium results in infertility. **(A-B)** Generation of a *Foxo1* conditional knockout (*Foxo1*^*d/d*^) using the *Pgr*^*Cre*^ mouse model in adult ovariectomized females treated with estrogen and progesterone to mimic day 3.5 of pregnancy. **(A)** Ablation of *Foxo1* message was determined by qRT-PCR. Ablation of *Foxo1* does not affect the expression of the progesterone (*Pgr*) and estrogen receptor (*Esr1*) genes. Data are presented as means ± SEM, *n* = 6. ** *P*<0.01. **(B)** Western blot analysis *of Foxo1* ablation with β-actin (ACTB) as protein loading control. **(C)** Immunohistochemistry with a FOXO1-specific antibody of uterine cross sections in estrogen (E2) and progesterone (P4)-primed ovariectomized (OVX) mice (OVX+E2/P4) and at GD 5 (*n* = 3). Arrows indicate endometrial compartments as follows: LE, luminal epithelium; GE, glandular epithelium; BV, blood vessel; S, stroma; and E, embryo. IS, implantation site. Scale bars: 50 μm for top panel; 100 μm for bottom panel. **(D)** Intact females at 6 weeks of age were mated with fertile males. Presence of vaginal plug indicated postcoital day 0.5 (GD 0.5). Eosin and hematoxylin staining was performed on serial sagittal sections of whole uteri dissected at GD 5 (*n* = 3). Attachment sites in *Foxo1*^*f/f*^ and *Foxo1*^*d/*d^ are shown in low magnification and high magnification of dotted box area. Inner cell mass of blastocyst indicated by white triangle. LE cells indicated by grey triangles. Scale bar, 50 μm. **(E)** Immunohistochemical staining for PTGS1 and RNAscope *in situ* hybridization for *Hbegf* on transverse serial sections at GD 5 (*n* = 4). E, embryo. Scale bar, 100 μm.

### Abnormal embryo Implantation and blastocyst attachment

The impact of *Foxo1* ablation of female fertility was evaluated by conducting a 6-month breeding trial during which the control *Foxo1*^*f/f*^ and knockout *Foxo1*^*d/d*^ females were mated with wild-type male mice. During the breeding trial, all females were observed to mate normally. *Foxo1*^*f/f*^ female mice produced an average of 6 +/- 0.52 pups in an average of 8.97 +/- 0.37 litters while *Foxo1*^*d/d*^ females were unable to produce a single litter.

In order to determine the cause of infertility, control *Foxo1*^*f/f*^ and knockout *Foxo1*^*d/d*^ females were mated to intact males and sacrificed at daily intervals from GD 6.5 to 9.5. This analysis showed that there was no impact on the number of implantation sites, IS, (**S1A Fig)**; growth of the IS in diameter was quantified from mesometrium (M) to antimesometrium (AM) and determined that at GD 6.5 and 7.5, the average IS size in the knockout females was slightly but significantly smaller than the IS of control females. The diameter of the ISs were not significantly different at GD 8.5 or 9.5 (**S1B Fig)**. Histological analysis of the implantation sites was conducted to determine the impact of *Foxo1* ablation on embryo development. The embryo proper and placenta were normal in all *Foxo1*^*f/f*^ pregnancies as judged by eosin and hematoxylin staining of the mid-section of IS (**S1C Fig**). In the knockout mouse, no embryo could be detected in the IS at any stage evaluated and consequently it lacked a developing placenta. Examination of all the ISs collected at GD 9.5 revealed that they were in various stages of decidual regression, indicative of failed pregnancy and resorption (**S1C Fig)**. These findings demonstrated that embryos made contact with the uterine epithelium and was able to induce a decidual reaction. However, subsequent invasion development of the embryo was impaired. We next investigated the ability of the blastocyst to penetrate the LE.

With the observation that FOXO1 exhibits nuclear localization in the epithelium on the day of implantation and the failure of development of the post implantation, we next evaluated the functional requirement of *Foxo1* gene attachment and invasion of the blastocyst to the uterine epithelium. It is known that initial apposition of the blastocyst to the surface of the LE is characterized by a weak association that is followed by a stronger attachment interaction at GD 4.5. To evaluate the role of the *Foxo1* gene in implantation, females were mated with fertile males and IS were examined at GD 5 (afternoon of GD 4.5). At this time, all the blastocysts in *Foxo1*^*f/f*^ control females were found to be closely opposed to the LE (**Fig 2D**). Among the 6 female GD 5 *Foxo1*^*d/d*^, only 13% (3/23) were found to be closely opposed to the LE. The rest were either loosely opposed, 39% (9/23) or floating in the luminal fluid, 47% (11/23). The LE in *Foxo1*^*d/d*^ mouse ISs appeared incompletely enclosed upon the blastocyst, suggesting an aberrant fluid resorption required for luminal closure, a process that is critical for successful murine implantation [21] (**Fig 2D).** The uterine receptivity markers Hbegf and PTGS2 were examined by RNAscope in situ hybridization and immunohistochemistry, respectively, at GD 5 to determine if loss of Foxo1 resulted in the altered epithelial expression of HB-EGF or stromal expression of PTGS2. The expression of Hbegf was not significantly disrupted in the uterine epithelium of the *Foxo1*^*d/d*^ mouse, while PTGS2 was reduced in the uterine stroma of the *Foxo1*^*d/d*^ mouse **(Fig 2E)**. This indicates that *Foxo1* has a different impact on the mouse uterine receptivity markers not affecting HB-EGF expression that is involved in embryo attachment but affecting stromal PTGS2, which is a marker of embryo induction of the stroma decidualization.

Since the PGR^Cre^ model ablates genes in the pituitary, the preovulatory granulosa cells of the ovary, and the uterus starting at birth, we next determined if the resulting phenotype was due to an ovarian defect. The involvement of the pituitary-ovary axis in the sterility phenotype *Foxo1*^*d/d*^ mice was assayed by determining if the ovary could ovulate and produce normal embryos and maintain serum progesterone levels during the preimplantation period. As seen in **Fig 3A** and **3B** the number of blastocysts collected at GD 3.5 and serum progesterone levels at GD 4.5 shows no significant difference between the *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ female mice, respectively. This indicates that the ovary was capable of ovulating and producing progesterone to maintain pregnancy. In order to determine if there was a developmental defect in the uterus, immunohistochemical analysis of the uterine gland specific marker FOXA2 was utilized to investigate uterine morphology and uterine gland gene expression. This analysis demonstrated that there was no obvious morphological abnormality in the uterus or uterine glands and that the uterine glands expressed FOXA2 (**Fig 3C)**. [22] *Foxa2* expression was then quantified by real time quantitative PCR and no difference in the level of *Foxa2* was observed between the *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ female mice **(Fig 3D)**. The number of uterine glands was counted and there was no difference in the number of uterine glands between the *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ female mice **(Fig 3E).** Therefore, ablation of Foxo1 caused no obvious abnormality in uterine structure or gland development.

**Fig 3:**
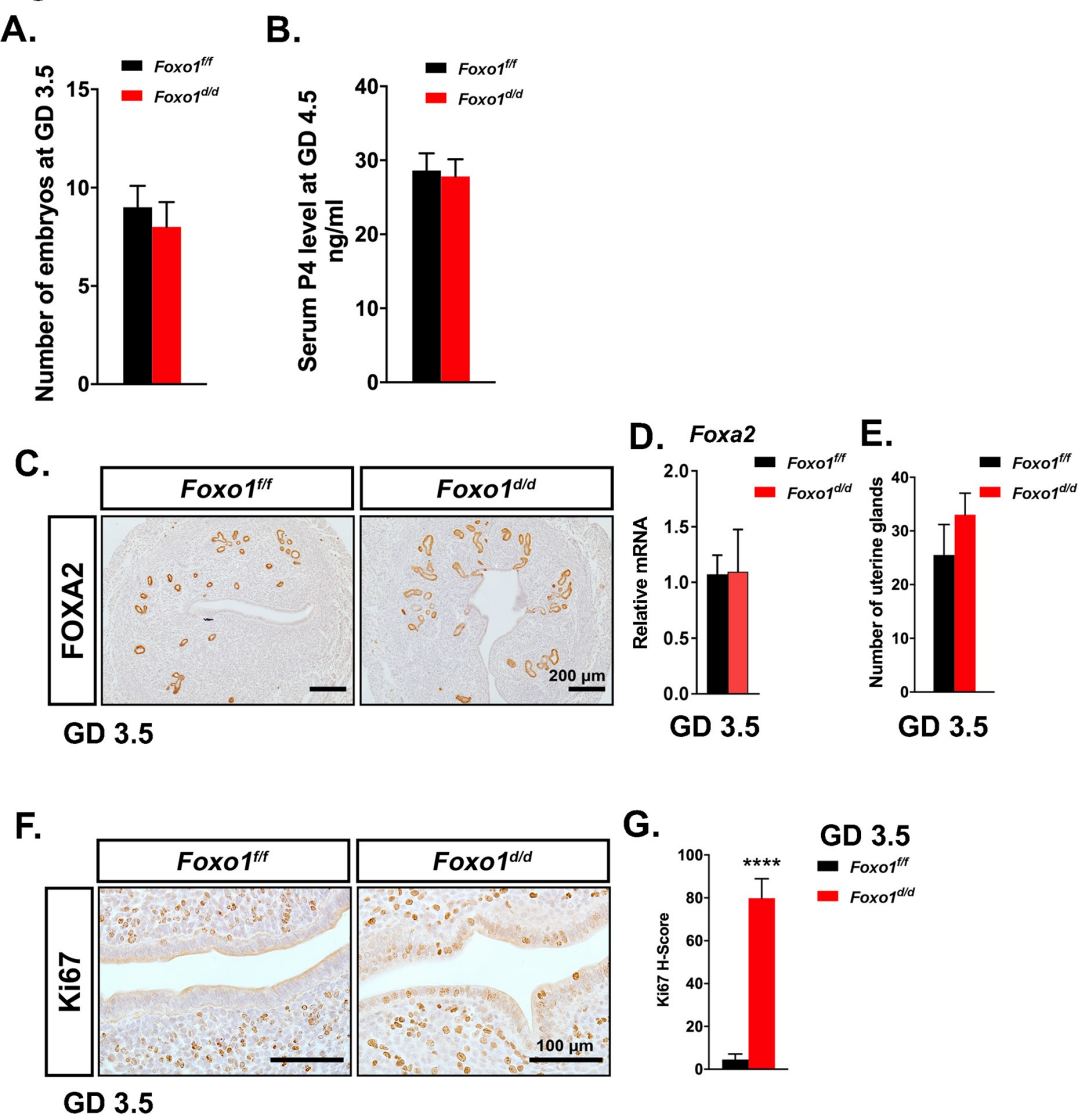
Ablation of *Foxo1* causes continues proliferation in uterine epithelia independent of ovarian function and adenogenesis. **(A)** The number of embryos flushed from *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ uteri at GD 3.5 (*n* = 5). **(B)** Serum P4 level from *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ mice at GD 3.5 (*n* = 5). **(C)** Immunohistochemical staining of FOXA2 in GD 3.5 uteri from *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ mice (*n* = 4). Scale bar, 200 μm. **(D)** Quantification of *Foxa2* gene in GD 3.5 uteri from *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ mice (*n* = 6). **(E)** The number of uterine glands from *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ mice (*n* = 4) at GD 3.5. **(F)** Immunohistochemical staining of Ki67 in GD 3.5 uteri from *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ mice (*n* = 4). Scale bar, 100 μm. **(G)** H-score quantification of Ki67 in endometrial section of *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ mice (n = 3) at GD 3.5. Data are presented as means ± SEM. ****, *P*<0.0001.

Events in the preimplantation period are critical for the regulation of the WOR. One of the critical events in the preimplantation period is the cessation of uterine epithelial proliferation and the expression of the cytokine leukemia inhibitory factor, LIF. LIF is expressed on GD 3.5 from the uterine glands and is necessary for embryo attachment and implantation [23]. Analysis of uterine epithelial cell proliferation was assayed by immunohistochemical analysis for Ki67. As shown in **Fig 3F**, the *Foxo1*^*f/f*^ showed Ki67 staining in the stroma compartment with the epithelium devoid of Ki67 immunoreactivity. The *Foxo1*^*d/d*^ uteri showed Ki67 positive staining in both the epithelial and stromal compartments of the uterus at GD3.5 **(Fig 3F).** Quantification of the Ki67 positive epithelial cells in the uteri of the Foxo*1*^*f/f*^ and *Foxo1*^*d/d*^ mice showed a significant increase in the number of Ki67 immunopositive cells in the epithelium of the *Foxo1*^*d/d*^ mouse uteri. **(Fig 3G)**. This analysis demonstrates that loss of FOXO1 alters the control of uterine epithelial cell proliferation in the preimplantation period.

Analysis of the expression of *Lif* mRNA was conducted by real time quantitative PCR at GD 3.5 and 4.5. The expression of *Lif* was significantly lower at GD 3.5 in the *Foxo1*^*d/d*^ and significantly increased in the *Foxo1*^*d/d*^ at GD 4.5 (**S2A Fig)**. This indicates that the preimplantation induction of *Lif* was delayed. In order to determine if the infertility phenotype could be explained by a delay in *Lif* induction, a rescue of the implantation was attempted using recombinant LIF (rLIF). *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ mice were mated to an intact male mouse using a previously published protocol [24]. *Pgr*^*Cre*^ *Foxa2*^*f/f*^ (*Foxa2*^*d/d*^) female mice served as a positive control in this experiment. *Foxa2*^*d/d*^ do not have uterine glands and do not support embryo implantation due to lack of production of LIF. The implantation defect in these mice can be rescued by rLIF [24]. In this experiment, rLIF did not rescue the embryo attachment phenotype of the *Foxo1*^*d/d*^ but was able to rescue the embryo implantation defect in *Foxa2* ^*d/d*^ (**S2B Fig).** Therefore, ablation of *Foxo1* causes altered uterine epithelial cell proliferation and a delayed induction of LIF expression. However, the delayed in LIF expression was not the sole cause of the embryo implantation defect.

### Role of FOXO1 in a murine model of decidualization

Previous evidence from *in vitro* decidualization of human endometrial stromal cells identified FOXO1 as a transcriptional co-regulator of PGR transactivation, the latter a requirement for decidualization [13, 14]. To evaluate the role of FOXO1 in decidualization *in vivo*, we implemented a well-defined strategy for artificial induction of the decidual response [25]. Deciduogenic stimulus from instillation of sesame oil to the right uterine horn resulted in a robust increase of biomass of the stimulated horns 2 (DD 2) and 5 (DD 5) days after stimulus delivery (**S3A Fig)**. Quantification of the decidual/control weight ratio indicated that at DD 2, the *Foxo1*^*f/f*^ control and *Foxo1*^*d/d*^ knockout mouse had comparable biomass. However, the increase in biomass of the control horn at DD 5 of the artificial decidual regimen was significantly attenuated in the *Foxo1*^*d/d*^ females (**S3B Fig)**. Immunohistochemical staining with a FOXO1 antibody was performed to assess the endometrial architecture of the decidual horn of both genotypes at DD 2 (**S3C Fig)** and DD5 (**S3D Fig)**. At DD 2 the transformation of stromal cells to rounded decidual cells is observed to initiate in the antimesometrial pole of the stimulated horns. The LE appeared to have completely disintegrated in the *Foxo1*^*f/f*^ decidual horn (**S3C Fig**). LE cells positive for FOXO1 were observed only in the antimesometrial pole where the luminal space has been enclosed. In the *Foxo1*^*d/d*^ decidual horn, the antimesometrial pole appears to have initialized decidual reaction but the lumen is not fully enclosed. (**S3C Fig)**. At DD 5 in the *Foxo1*^*f/f*^ uteri, a region morphologically similar to the primary decidual zone (PDZ) seen in natural pregnancies was visible, but staining for FOXO1 in this region, indicated by the grey triangle, was absent (**S3D Fig)**. The decidual area surrounding the PDZ, indicated by the black triangle, had FOXO1 staining in the cytoplasm. Notably, the LE in the *Foxo1*^*f/f*^ decidual horn appeared to be disintegrating. The remaining LE cells showed significant nuclear staining for FOXO1. At the histological level, the *Foxo1*^*d/d*^ decidual reaction on DD 5 did not appear abnormal (**S3D Fig)**. However, the LE remained intact in the decidual horn of *Foxo1*^*d/d*^ uteri at DD5 (**S3D Fig)**. Analysis of the expressions of decidual marker genes, *Bmp2* and *Wnt4* at DD2 showed no significant difference in the expression of these markers at DD2 (**S3E Fig)**.

### Ablation of Foxo1 results in retained cell polarity of murine uterine epithelium

During the establishment of implantation, the LE shows a decrease in the expression of MUC1 and changes in cell polarity. This allows trophoblasts to attach to the luminal epithelium and initiate epithelial disintegration at GD 4.5 which is followed by apoptosis in the anti-mesometrial (AM) extension of LE at GD 5.5 [5]. Thus, immunohistochemical analyses were conducted on uteri at GD 4.5 and GD 5.5 to determine whether FOXO1 is required for such changes in MUC 1 expression and uterine cell polarity during the WOR and the eventual LE to support embryo implantation (**Fig 4A and S4 Fig**). As shown in **S4B Fig,** the orientation of the embryo implantation with respect to the mesometrial-antimesometrial axis of the embryo was not altered. At GD 4.5 the LE at IS of *Foxo1*^*d/d*^ uteri remained intact and the nucleus was located toward the center of the LE cell (**Fig 4A**). In contrast, the LE at IS of *Foxo1*^*f/f*^ uteri were disintegrating (**Fig 4A**), which is consistent with the observation in the *Foxo1*^*f/f*^ decidual horn at DD5. The LE at I-IS of *Foxo1*^*f/f*^ uteri were also intact. However, its nucleus was located toward the basal membrane of the LE cell (**Fig 4A**). To further analyze apico-basal polarity in LE, IHC localization of Mucin-1 (MUC1; apical surface of LE) and E-cadherin (CDH1; apical-basal-lateral membranes of LE) was performed. The expression of both proteins remained high throughout the LE of *Foxo1*^*d/d*^ uteri at GD 4.5 as compared with that of *Foxo1*^*f/f*^ uteri (**Fig 4A**). Junction proteins, such as Connexin 26 (GJB2) and ZO-1 (TJP1) were absent in the utero-embryonic interface of *Foxo1*^*d/d*^ mice at GD 4.5 while both proteins were readily detected in the IS of *Foxo1*^*f/f*^ uterine LE (**Fig 4A**). GJB2 and TJP1 were positive in the stromal cells of both *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ uteri. Meanwhile, Claudin 1 (CLDN1) was express in both uterine stromal and epithelial compartments in *Foxo1*^*d/d*^ mice while the *Foxo1*^*f/f*^ mouse uteri only showed expression in the stroma cells at GD 4.5 (**Fig 4A**). The changes at GD 4.5 were also observed at GD 5.5 (**S4A Fig**). In order to determine if these changes in cell polarity markers impacted the loss of the uterine epithelium during implantation, total and cleaved Caspase-3 (apoptosis marker) were evaluated. Deletion of *Foxo1* in uteri dampened the activation of Caspase-3 in the AM extension of LE at GD 5.5, leading to dying embryos that showed high levels of cleaved Caspase-3 (**Fig 4B**). This analysis demonstrates that FOXO1 is critical for the changes in epithelial polarity at receptivity required for embryo invasion.

**Fig 4:**
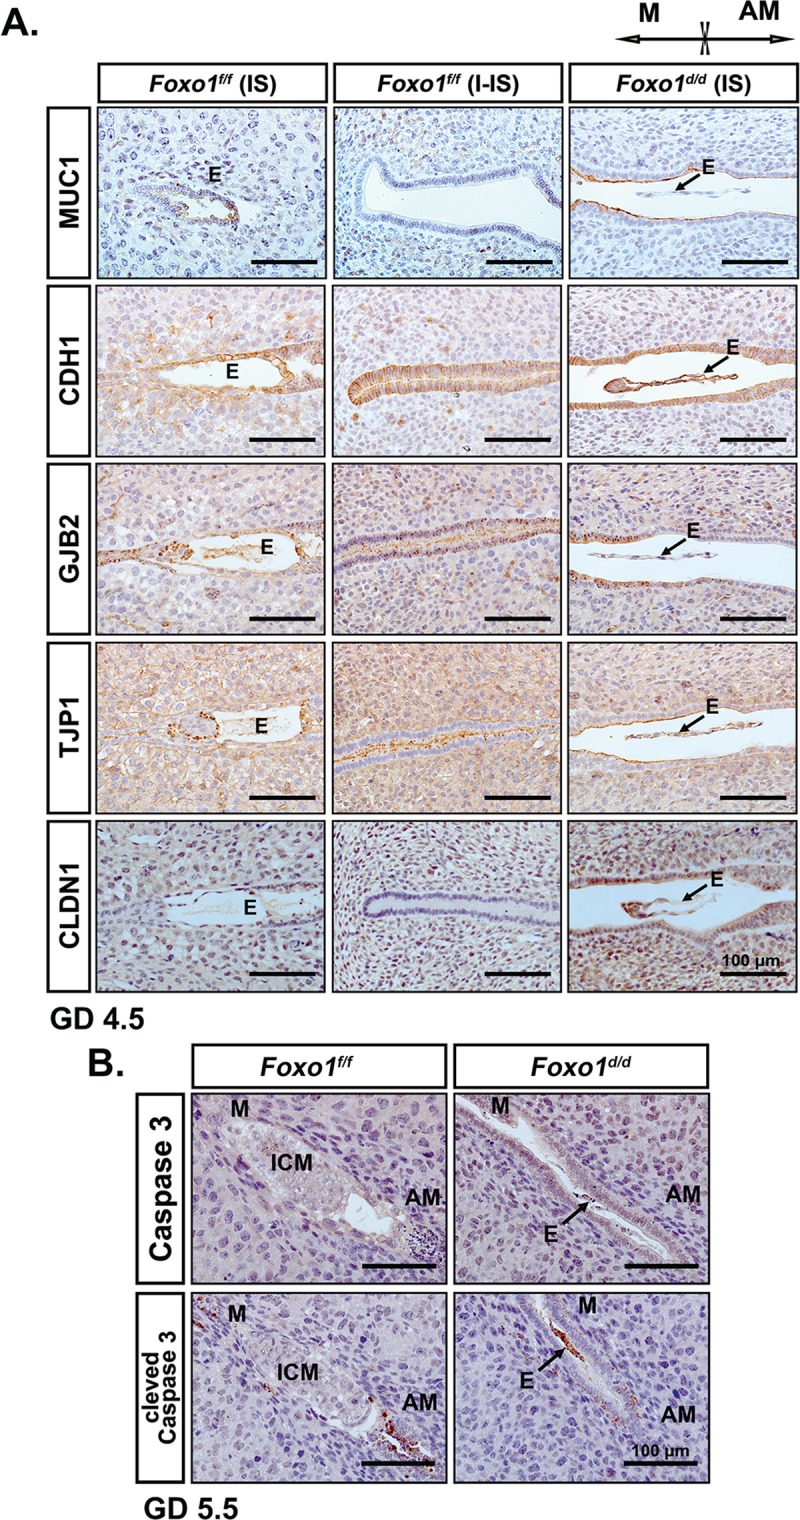
Ablation of *Foxo1* retains the polarity of uterine epithelium in GD 4.5 pregnant mice. (**A**) Immunohistochemical staining for Mucin-1 (MUC1), E-cadherin (CDH1), Connexin 26 (GJB2), ZO-1 (TJP1) and Claudin 1 (CLDN1) in the cross sections of both *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ murine uteri at GD 4.5. (**B**) Immunohistochemical staining for Caspase 3 and cleaved-Caspases 3 in the cross sections of *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ murine uteri at GD 5.5. M, mesometrial pole; AM, antimesometrial pole; E, embryo; ICM, inner cell mass; IS, implantation site; I-IS, inter-implantation site. Scale bar, 100 μm.

### RNA-seq analysis of the FOXO1 endometrial gene signature

In order to identify the underling molecular mechanism for the recurrent implantation failure phenotype observed in the *Foxo1*^*d/d*^ mice, we performed RNA-seq analysis of gene expression on control and knockout females at day 4.5 of pseudopregnancy (PPD 4.5). Sequencing was performed for each genotype using pooled RNA from three different pools of uteri from two independent mice. This analysis revealed that 631 genes exhibited differential expression between genotypes (*Foxo1*^*d/d*^ vs *Foxo1*^*f/f*^, **S1 Table)**, in which 272 genes were down regulated and 359 genes were upregulated (**Fig 5A).** Functional annotation, upstream regulators, as well as, canonical pathways were analyzed by Ingenuity Pathway Analysis software (IPA, www.ingenuity.com) in order to get an understanding of the underlying pathways responsible for the infertility phenotype. 

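Uterine RNA of *Foxo1f/f* and *Foxo1d/d* mice at PPD 4.5 was sequenced from 3 pools per genotype, with 2 mice in each pool, which gave 6 libraries. The *Foxo1d/d* mice carry Cre recombinase at the *Pgr* locus, so that *Foxo1* is deleted in the cells that express PGR. The authors trimmed the paired-end reads at their 5′ ends, mapped them to the mouse genome mm10 with STAR, removed duplicate reads with picard, counted the reads on each RefSeq gene with HTSeq and compared the genotypes with EdgeR. The values analysed here come from one table of 23420 genes, which gives the mean raw count of each gene over the 3 libraries of each genotype, and the authors' own fold change, p-value and FDR. Counts of single libraries were not used here, so the values below carry no SD between pools, and the FDR of a gene is the authors' own. A library held a mean of 26125014 counts on genes in the *Foxo1f/f* group and 27257963 in the *Foxo1d/d* group. The 10 genes with the most counts held 2.95% of the counts in *Foxo1f/f* and 2.80% in *Foxo1d/d*. For each gene, the mean counts with a pseudocount of 1 added were divided by the total count of their genotype, and the log2 ratio of *Foxo1d/d* over *Foxo1f/f* was taken. The pseudocount makes the ratio of a gene with few counts smaller than it would otherwise be. For single genes, the 95% Wilson interval of the ratio was computed from the summed counts of the 3 libraries, and it covers counting error only. Across the 13642 genes with mean counts over 50 in both genotypes, the ratio of the scaled means lay a median of 0.02 on the log2 scale above the fold change in the authors' deposited table. *Foxo1* itself, on chromosome 3 from 52268337 to 52350109 (GRCm38.p6), had a mean count of 3941 in *Foxo1f/f* and 1456 in *Foxo1d/d* uteri, a log2 ratio of -1.498 (counting interval -1.55 to -1.45). Its FDR in the authors' deposited table is 8.26e-92. The floxed allele targets only part of the gene, and the paper still saw FOXO1 in blood vessels of *Foxo1d/d* uteri. The count covers the whole gene in all cells, so the remainder does not measure the degree of deletion.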

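Of the 23420 genes, 3831 had no count in either genotype, and 15696 had a mean count of at least 10 over both genotypes. Among those 15696 genes the median absolute log2 ratio was 0.14, and 853 genes were over 1.5-fold higher and 551 over 1.5-fold lower in *Foxo1d/d* uteri. The authors' deposited table gives an FDR under 0.05 to 2494 genes, of which 1193 are higher and 1301 lower in *Foxo1d/d*. None of them had a log2 ratio of the opposite sign here. The change was under 1.5-fold for 576 of the higher genes and 843 of the lower genes, and the median log2 ratio was 0.60 for the higher and -0.43 for the lower genes. The number of genes moved most, to 317, with an FDR under 0.0001 and a change of at least 2-fold in the authors' deposited table. With the pseudocount of 1, the highest ratio belonged to *Sprr2f*, whose mean count was 31.00 in *Foxo1f/f* and 689 in *Foxo1d/d*. Its log2 ratio was 4.37 (counting interval 4.11 to 4.71), and its fold without the pseudocount was 21.3. *Sprr2f* has near-identical neighbours in the Sprr2 family, and its count depends on how reads shared among them were assigned. *Krt15* rose from a mean count of 15.33 to 184, a log2 ratio of 3.44. *St8sia5*, with a mean count of 3.00 in *Foxo1f/f*, was 13.7-fold higher in *Foxo1d/d*, and its log2 counting interval was 2.82 to 4.74. The lowest ratios with that pseudocount were those of *Prap1* and *Prss28*. The mean count of *Prap1* was 794 in *Foxo1f/f* and 7.33 in *Foxo1d/d*, a log2 ratio of -6.64 (counting interval -7.42 to -6.22). *Prss28*, a protease gene whose reads can be shared with its paralog *Prss29*, went from 5046 to 55.00, a log2 ratio of -6.56. *Atp6v0d2* had mean counts of 2880 and 57.33, a log2 ratio of -5.69. With their counts in *Foxo1d/d* set to 3, *Prss35* was 85.1-fold and *Kng1* 44.1-fold lower there. Their log2 counting intervals were -8.13 to -5.87 and -6.62 to -4.64, so smaller falls are possible. The genes from *Sprr2f* to *Kng1* were the 5 highest and 5 lowest ratios among the genes with an FDR under 0.05, apart from 2 that the paper does not list. The order depends on the pseudocount. The authors' deposited table gives larger fold changes to some genes with hardly a count in one genotype, and there *Prss35* (log2 value -6.93) lies under *Prap1* (-6.81). The paper took its differentially expressed genes into IPA to look for the pathways behind the infertility of the *Foxo1d/d* mice.

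**Figure D1:**
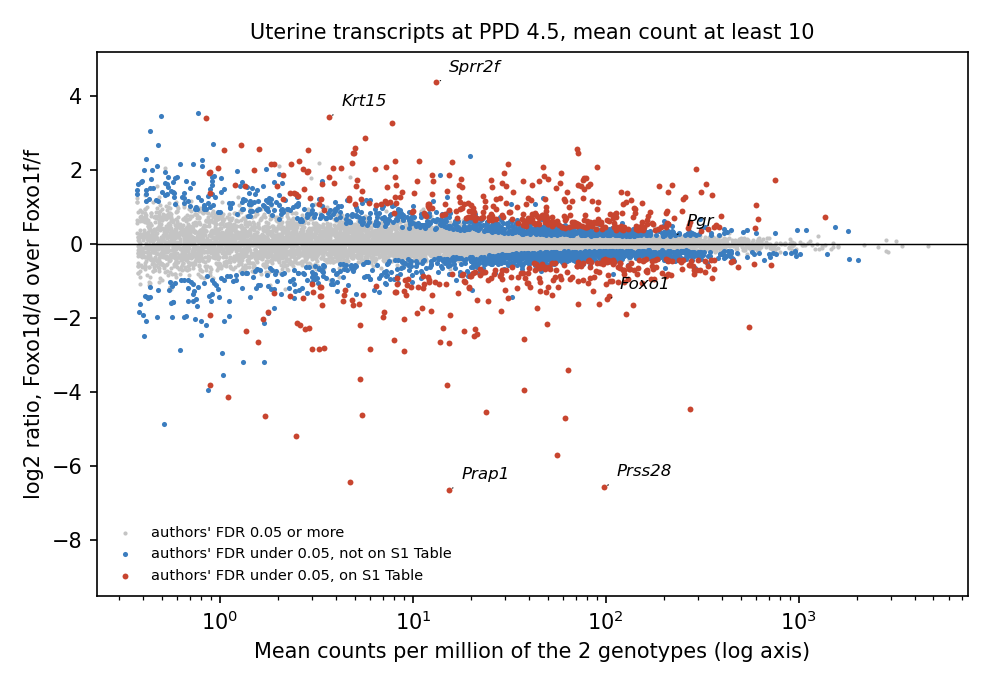
Log2 ratio of *Foxo1d/d* over *Foxo1f/f* (vertical axis) against mean expression, as CPM averaged over both genotypes (horizontal log axis) for the 15696 genes with a mean count of at least 10. Each point is a gene, coloured by the FDR in the authors' deposited table and by whether S1 Table lists it, and the genes outside S1 Table with an FDR under 0.05 lie nearer to 0 than those on it (median absolute ratio 0.40 against 0.90 over all genes with an FDR under 0.05, those with lower counts included).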

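The genes that S2 Table gives for 9 of the functional annotations drawn in Fig 5B were matched to the deposited mean counts. Each list's median log2 ratio was placed among the medians of 10000 random lists of as many S1 Table genes, matched on mean expression, which describes these libraries and is not a test across mice. For the invasion of tumor cell lines, all 48 genes were found, of which 26 were higher and 22 lower in *Foxo1d/d* uteri, and their median of 0.42 lay at percentile 39.6 of the random lists. Among the annotations of molecular transport, the concentration of lipid had 35 higher and 27 lower genes with a median at percentile 83.2. The concentration of triacylglycerol had 17 higher and 6 lower genes, and its median of 0.84 lay at percentile 98.9, above the central 95% of the random lists. The concentration of fatty acid, with 16 higher and 10 lower genes and a median of 0.82, lay at percentile 97.8. The concentration of sterol had 18 higher and 6 lower genes and lay at percentile 94.2, and the transport of metal had 17 higher and 13 lower genes and lay at percentile 37.4. For cell death and survival, the first 68 of the 76 genes of apoptosis were used, with 42 higher, 26 lower and a median at percentile 83.4. Cell survival had 23 higher and 20 lower genes at percentile 33.2, and cell viability had 20 higher and 19 lower genes at percentile 31.4. The lists share genes, so their positions are not independent of each other. They also leave out the direction expected of each member, so they do not show whether a function is raised or lowered. Several lists, that of apoptosis among them, hold the deleted gene *Foxo1* itself.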

The top 3 molecular and cellular functions associated with *Foxo1* ablation in the uterus were 1) cell invasion, 2) molecular transport, and 3) cell death and survival (**Fig 5B)**. The entire list of functional annotations can be found as **S2 Table**. Furthermore, 34 Ingenuity Canonical Pathways were also affected by uterine *Foxo1* ablation (**S3 Table**), including activated signaling pathways of iNOS [26], BMP [27] and IL-6 [28], as well as, inhibited signaling pathways of p53 [29] and PI3K/AKT [30]. 

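The 5 members that S3 Table gives for iNOS signaling were all higher in *Foxo1d/d* uteri. Their log2 ratios ran from 0.54 for *Cd14* to 1.93 for *Ifng*, whose mean count was 9.00 in *Foxo1f/f* and 38.67 in *Foxo1d/d*, and *Myd88* had a ratio of 1.08. BMP signaling has 4 members in S3 Table, of which *Mapk13* (1.60) and *Mapk11* (0.72) were higher, while the BMP antagonists *Nog* (-0.92) and *Fst* (-0.76) were lower. Of the 10 members of IL-6 signaling, 9 were higher, from 0.40 for *Irs1* to 2.58 for *A2m*, and *Irs2* was lower at -1.07. p53 signaling has 7 members. *Dram1* (-0.87), *Trp53inp1* (-0.67) and *Gadd45a* (-0.52) were lower together with *Irs2*, and *Gadd45g* (0.67) and *Pik3r3* (0.49) were higher together with *Irs1*. PI3K/AKT signaling has 6 members, one of which is the deleted gene *Foxo1*. *Map3k5* was lower as well, at -0.69, and the regulatory subunits of protein phosphatase 2A *Ppp2r2b* (1.36) and *Ppp2r2c* (1.24) were higher, as were *Tsc1* (0.38) and *Pik3r3*. All of these members have an FDR under 0.05 in the authors' deposited table. The median ratios were set against random lists of as many S1 Table genes matched on mean expression. They lay at percentile 93.5 for iNOS, 38.7 for BMP, 85.2 for IL-6, 22.9 for p53 and 55.9 for PI3K/AKT signaling, all inside the central 95%. These bands are wide, from -1.02 to 1.37 for the 5 iNOS genes, so a place inside does not decide whether a pathway moved. BMP has fewer than the 5 genes asked of marker sets. The positions also leave out the direction expected of each member, such as the antagonists *Nog* and *Fst*. *Mapk11* and *Mapk13* stand in the iNOS, BMP and IL-6 lists alike.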

All these pathways have been shown to impact implantation [2, 21, 26–31]. IPA upstream regulator analysis identified several potential upstream molecular factors involved in the *Foxo1d/d* implantation defect. 

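The target genes printed for 6 of the upstream regulators in Fig 5C were matched to the deposited mean counts. All 21 genes given for CTNNB1 were found. Of these, 16 were higher in *Foxo1d/d* uteri, with *Serpina1e* highest at 2.88 and *Krt5* next at 2.58, and 5 were lower, namely *Mmp7* (-4.62), *Fgf9* (-1.98), *Pcsk6* (-1.82), *Serpina3n* (-0.76) and *Slc1a5* (-0.47). *Serpina1e* and *Serpina3n* stand for the human names SERPINA1 and SERPINA3, and each has close paralogs in the mouse, which can share its reads. The PPARG list had 14 higher and 8 lower genes, from *Serpina1e*, followed by *Cidec* at 2.19, to *Cyp26a1* at -1.90. All 8 genes of the ESRRA list were higher, with a median log2 ratio of 1.07. The PGR list had 9 higher and 6 lower genes. Of the 5 genes given for AHR, *A2m*, *Ctsd* (0.72) and *Hp* (0.66) were higher, and *Cyp1b1* (-1.40) and *Fgf9* were lower. The HIF1A list had 10 lower genes, among them *Igfbp3* at -2.24, and its 2 higher genes were *Coro1a* (0.49) and *Ldha* (0.40). Its median of -0.75 lay at percentile 1.61 of the medians of 10000 random lists of S1 Table genes matched on mean expression. The medians of the other lists lay inside the central 95% of their random lists, at percentile 96.8 for ESRRA, 88.6 for PPARG, 86.3 for CTNNB1, 75.9 for AHR and 73.0 for PGR. An upstream regulator prediction weighs the known direction of each target, which these positions leave out. In the authors' deposited table, *Adipoq* (FDR 0.0506) and *Cidec* (FDR 0.0646) of the PPARG list and *Cyp2e1* (FDR 0.0859) of the CTNNB1 list are not under 0.05, while here they were higher, at 1.82 for *Adipoq* and 1.77 for *Cyp2e1*. The transcript of *Ctnnb1* itself had mean counts of 21949 and 23206, a log2 ratio of 0.02, and its sign changed when the fold change in the authors' deposited table (log2 value -0.0007, FDR 1) was used.

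**Figure D2:**
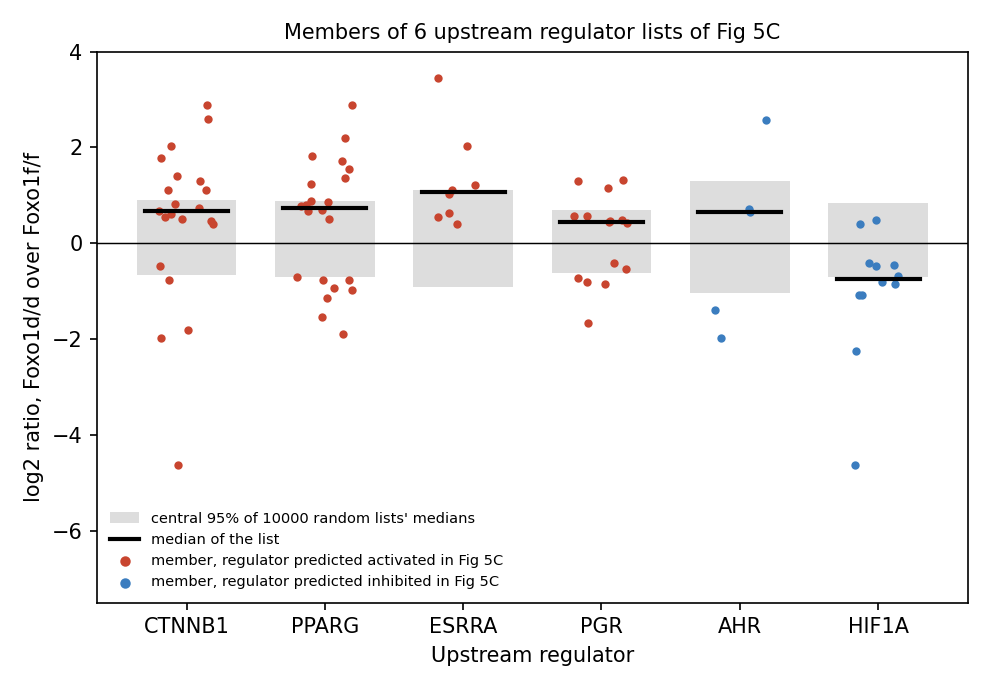
Log2 ratio of *Foxo1d/d* over *Foxo1f/f* (vertical axis) of each member of the lists of 6 upstream regulators (horizontal axis), with points spread sideways for visibility. Black bars are list medians and grey bands the central 95% of the medians of 10000 random lists, and only the HIF1A median, at -0.75, lies outside its band.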

Among these, CTNNB1 (β-Catenin), PPARG, ESRRA, androgen receptor (AR) and PGR -regulated pathways were predicted to be activated, whereas AHR and HIF1A activities were predicted to be inhibited in the *Foxo1d/d* uteri (**Fig 5C)**. The aberrant expression of some of these genes in the murine uterus was validated by qRT-PCR, including *Foxo1*, *Pgr*, *Ihh*, *Lif*, *Msx1*, *Msx2*, *Wnt5a*, *Ctnnb1* and *Muc1* (**Fig 5D**). 

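Transcripts of growth factors and inflammatory mediators that the paper follows in the uterus differed to varying degrees between the genotypes. *Lif* had a mean count of 854 in *Foxo1f/f* and 1774 in *Foxo1d/d*, a log2 ratio of 0.99 (counting interval 0.92 to 1.06), with an FDR of 3.13e-06 in the authors' deposited table. *Wnt5a* had mean counts of 4517 and 7623, a log2 ratio of 0.69 (counting interval 0.66 to 0.72), with an FDR of 2.19e-10 in the authors' deposited table. *Ptgs2* rose from a mean count of 18.00 to 57.00, a log2 ratio of 1.55 with a wide counting interval of 1.16 to 2.04, and its FDR in the authors' deposited table is 0.0023. By staining in pregnant mice, the paper found the opposite, less PTGS2 protein in the stroma of *Foxo1d/d* uteri. The counts are RNA of whole uteri in pseudopregnancy, so both the measure and the setting differ. *Wnt4* (0.55) and *Bmp2* (0.24) were higher beyond counting error, but the authors' deposited table, which takes the spread between pools into account, gives them an FDR of 0.0974 and 0.553. *Hbegf* had mean counts of 227 and 233 and a log2 ratio of -0.03, whose counting interval from -0.18 to 0.12 includes 0.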

Overall, this analysis revealed that *Foxo1* ablation in the endometrium affects multiple signaling pathways with clear implications on key biological processes, including PGR signaling and inflammatory and growth factor pathways, which are required for proper uterine function during implantation.

**Fig 5:**
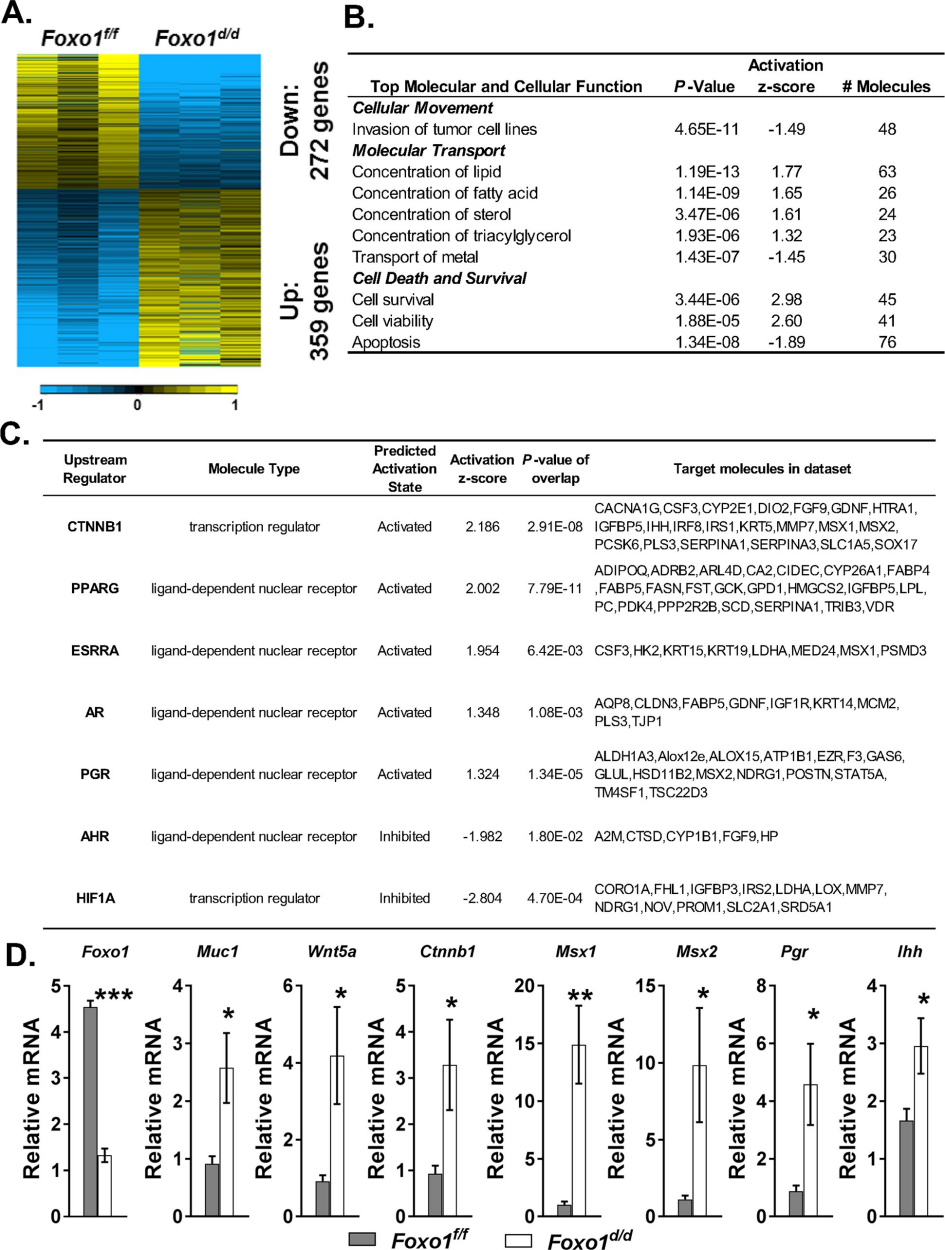
FOXO1-dependent regulation of uterine genes. **(A)** Heat map representation of gene expression levels determined by RNA-seq in *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ uteri at day 4.5 of pseudopregnancy (PPD 4.5). Differential gene expression analysis identified 631 uterine genes significantly regulated in the *Foxo1*^*d/d*^ mice relative to *Foxo1*^*f/f*^. **(B)** Enrichment of functional annotation and **(C)** activities of upstream regulators in differentially expressed genes between *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ mouse uteri at PPD 4.5 by IPA analysis. **(D)** Independent samples collected for qRT-PCR validation of targets of interests in the ontology analysis of the FOXO1 gene signature. Data are presented as means ± SEM. *n* = 5. *, *P<*0.05; **, *P<*0.01; and ***, *P*<0.001.

### Mutually controlled balance of epithelial PGR and FOXO1 across the WOR

Transcriptomic analysis of the *Foxo1*^*d/d*^ mouse uterus at day 4.5 of pregnancy showed activation of the PGR pathway. This loss of PGR expression has been proposed to play a defining role in the regulation of receptivity. 

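All 15 genes given for PGR in Fig 5C were found, and each has an FDR under 0.05 in the authors' deposited table. The higher genes in *Foxo1d/d* uteri were led by *Alox15*, with a log2 ratio of 1.32. Its mean count was 5303 in *Foxo1f/f* and 13846 in *Foxo1d/d*. Next were *Msx2* at 1.30 and *Alox12e* at 1.15. *Atp1b1* (0.56), *Stat5a* (0.56), *Ezr* (0.49), *Hsd11b2* (0.46), *Gas6* (0.45) and *Glul* (0.42) rose by smaller amounts. Among the lower genes, *Aldh1a3* fell from a mean count of 134 to 43.67, a log2 ratio of -1.66. The others were *Ndrg1* (-0.85), *F3* (-0.81), *Tsc22d3* (-0.73), *Postn* (-0.54) and *Tm4sf1* (-0.41). The median log2 ratio over the list was 0.45, against a median of 0.38 and a central 95% from -0.63 to 0.69 for random lists of S1 Table genes matched on mean expression.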

Recently, we demonstrated that maintenance of PGR expression through the WOR inhibits embryo implantation blocks embryo implantation. [32]. The transcriptomic analysis would indicate that PGR signaling is maintained during the WOR. 

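*Pgr*, on chromosome 9 from 8898900 to 8968611 (GRCm38.p6), had a mean count of 5469 in *Foxo1f/f* and 6551 in *Foxo1d/d* uteri. Its log2 ratio of 0.20 exceeded counting error (counting interval 0.17 to 0.23), while its FDR in the authors' deposited table is 0.302. Only the *Foxo1d/d* mice carry Cre at the *Pgr* locus. An effect of that allele on the *Pgr* count is not separated here from the loss of *Foxo1*. *Ihh*, an epithelial target of PGR, went from a mean count of 796 to 1260, a log2 ratio of 0.60 (counting interval 0.53 to 0.68), with an FDR of 0.00937 in the authors' deposited table. *Msx1* had mean counts of 501 and 1132, a log2 ratio of 1.11 (counting interval 1.03 to 1.20), and the authors' deposited table gives it an FDR of 3.75e-22. *Msx2*, at a far lower level, had mean counts of 37.67 and 98.67, a log2 ratio of 1.30 (counting interval 1.02 to 1.64), with an FDR of 9.2e-07 in the authors' deposited table. The RNA came from whole uteri, so these values do not separate the LE from the glands and the stroma.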

Analysis of the expression of PGR in the uterus of GD4.5 *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ mice showed higher levels of PGR in the LE than of *Foxo1*^*f/f*^ at GD 4.5 (**Fig 6A**) This is consistent with activation of PGR activity at PPD 4.5 by upstream regulator analyses of RNA-seq datasets (**Fig 5C**). Meanwhile, studies have previously shown that sustained progestin stimulation is required to maintain cytoplasmic sequestration of FOXO1 in decidualized human endometrial stromal cells [14, 18]. We observed that FOXO1 is predominantly cytoplasmic in the epithelium when PGR is present in the preimplantation phase, but becomes nuclear with downregulation of PGR during the WOR. These observations led us to hypothesize that downregulation of PGR may be necessary for epithelial FOXO1 localization and/or expression. Female mice with constitutive expression of PGR (*Wnt7a*^*Cre*^*PRA*^*LsL/+*^, i.e., *PgrA*^*OE/+*^) maintain epithelial expression of PGR-A across the WOR (**Fig 6B, top panel**) and exhibit infertility with defects in embryo attachment and stromal decidualization [32]. IHC analysis of the uteri of these mice showed a mutually controlled balance of FOXO1 and PGR, in which a much lower level of FOXO1 remained in the nucleus of epithelial cells of *PgrA*^*OE/+*^ than in the ones of the control group (*Wnt7a*^*Cre*^, i.e., *PgrA*^+/+^) at GD 4.5 (**Fig 6B, bottom panel**). Collectively, these observations indicate that spatiotemporal expression and localization of FOXO1 and PGR in the endometrial epithelium requires mutual regulation for successful implantation during pregnancy.

**Fig 6:**
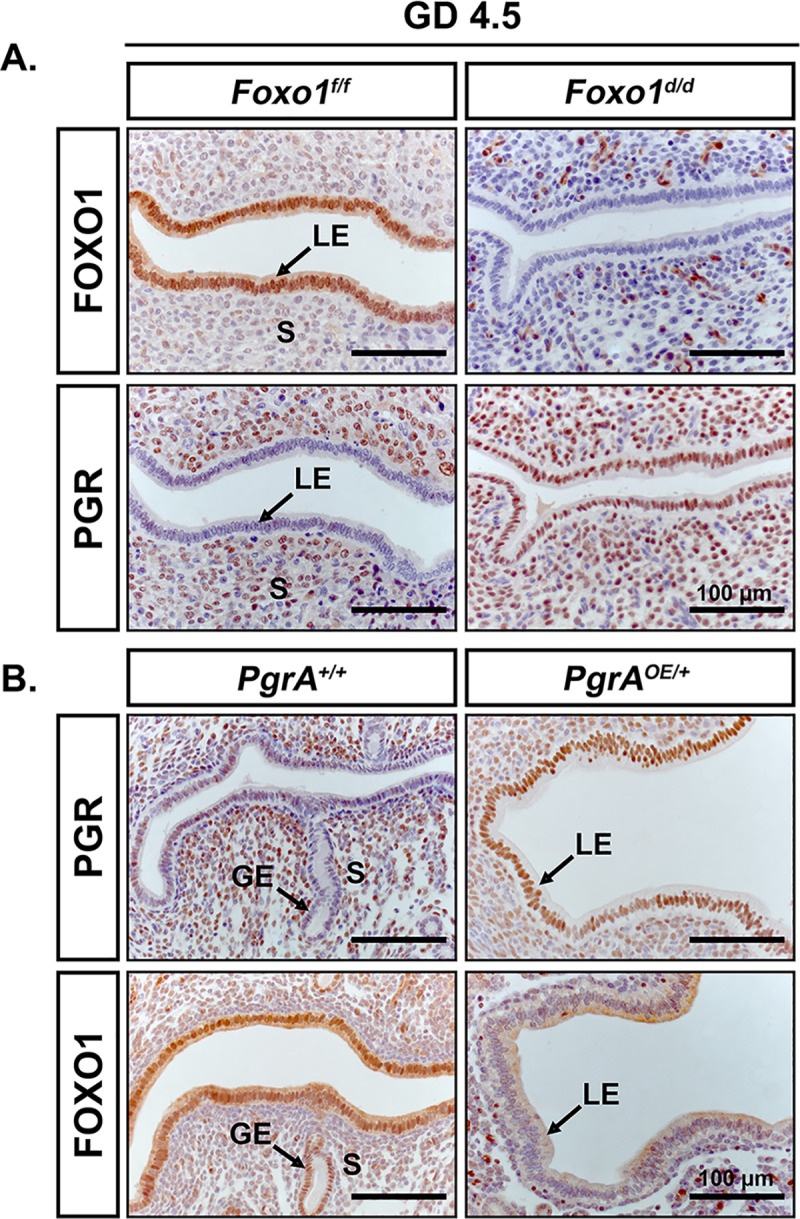
Mutually controlled balance of epithelial PGR and FOXO1 governs the WOR. Immunohistochemical staining for FOXO1 and PGR in the cross sections of *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ murine uteri at GD 4.5 (**A**), as well as, PGR and FOXO1 in the cross sections of *PgrA*^*+/+*^ and *PgrA*^*OE/+*^ murine uteri at GD 4.5 (**B**). LE, luminal epithelium; S, stroma. Scale bar, 100 μm.

### Conserved FOXO1 and PGR balance in endometrial receptivity in humans

To investigate the role of FOXO1 in human uterine receptivity, we analyzed its expression pattern along with the expression of PGR in endometrial tissue across the menstrual cycle of normal-ovulatory women. Endometrial tissue was staged according to urinary detection of luteinizing hormone surge and categorized as proliferative, early secretory, mid-secretory or late secretory phase. This spans the non-receptive stages, proliferative early and late secretory stages, and the receptive, mid secretory state in humans. Staining for FOXO1 was low or not detected in samples from the proliferative phase, and staining was positive for FOXO1 in the cytoplasm of the early-secretory phase. During the mid- and late secretory phase, FOXO1 staining was observed in the nucleus of the endometrial epithelium (**Fig 7A, top panels**). Blind scoring of the staining was performed independently and reported for FOXO1 in **Fig 7B.** The regulation of epithelial PGR expression appears to be conserved across the menstrual cycle in humans where expression of PGR is observed in the endometrial stroma and epithelium during the proliferative phase. Transition into the secretory phase involves a progressive down regulation of PGR expression in the endometrial epithelium (**Fig 7A, bottom panels**). These results indicate the expression pattern of FOXO1 and PGR, relative to the WOR, and is a feature that is conserved in mice and humans.

**Fig 7:**
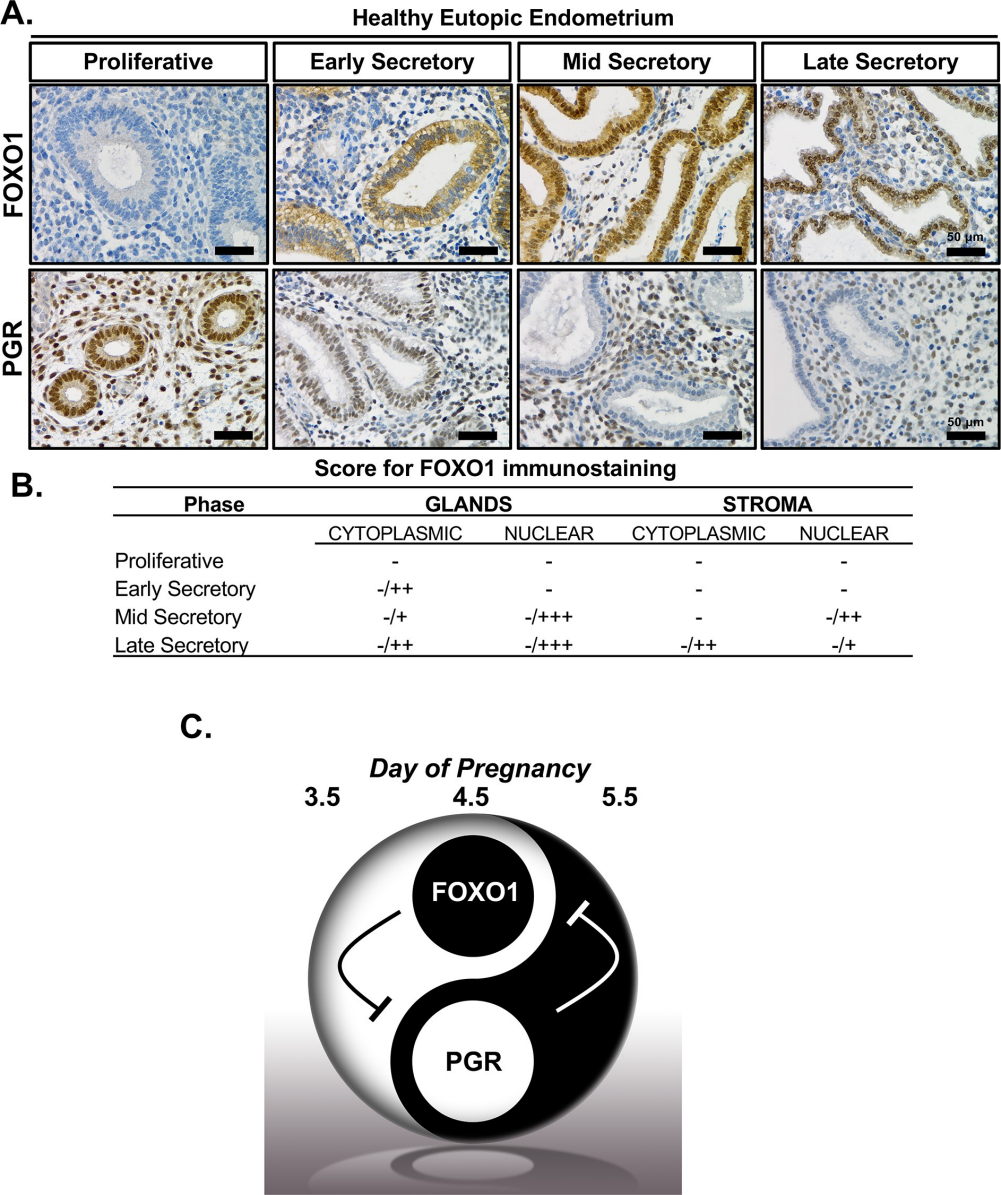
Conserved FOXO1 and PGR balance in endometrial receptivity in human. **(A)** Immunohistochemical staining for FOXO1 and PGR on endometrial sections from the functional layer of the endometrium in the proliferative, early secretory, mid-secretory, and late secretory phase of the menstrual cycle (*n* = 5). Scale bar, 50 μm. **(B)** Score for the compartmental and sub-cellular FOXO1 immunostaining across the menstrual cycle. Intensity indicated as follows: -, negative; +, weak; ++ moderate; +++, high. The slash is meant to show range given the variation in the samples (*n* = 5) **(C)** Proposed model for the temporal downregulation of *Pgr* in the LE of the endometrium by FOXO1 across the WOR.

## Discussion

An intimate interaction between the implantation-competent blastocyst and a receptive uterus are required for successful embryo implantation. The uterine conditions required for this interaction are primarily regulated by progesterone via PGR-mediated transcriptional activity. PGR interacts with several factors in the transcriptional regulation of molecules required for endometrial receptivity, among these factors is FOXO1. Several studies have extensively characterized the importance of the PGR-FOXO1 interaction during the *in vitro* decidualization of human endometrial stromal cells [13, 14, 18, 33]. Until now, it remained unclear how FOXO1 regulates receptivity *in vivo*. In this study, we defined the expression of FOXO1 in endometrium across the reproductive cycle in humans and in mice. In order to evaluate the requirement and function of FOXO1 *in vivo*, a conditional loss-of-function FOXO1 mouse model was used to identify the FOXO1-dependent spatiotemporal expression of novel mediators of the blastocyst-maternal crosstalk.

Our immunohistochemical staining results indicate that FOXO1 and PGR exhibit a mutually exclusive expression pattern in the nucleus of endometrial epithelium across the female reproductive cycle in both humans and mice. At the WOR, mid-secretory phase in humans or GD 4.5 in mice, epithelial expression of PGR is down regulated, while expression of FOXO1 appears to exhibit a cytoplasmic to nuclear translocation. This observation is interesting because it had long been proposed that the relative nuclear/cytoplasmic location of these transcription factors can define the differentiation or survival fate of decidual cells [34]. Further, it had been demonstrated that continuous progestin stimulation is required to maintain FOXO1 sequestered in the cytoplasm for survival of decidual cells [33]. Here, we provide novel *in vivo* evidence for the FOXO1 translocation in the epithelial compartment of the endometrium through the WOR. The nuclear presence of FOXO1 coincides with the downregulation of PGR in that same compartment, indicating a potential mutually exclusive mechanism of regulation between FOXO1 and PGR in the uterine epithelium during the WOR. This is strongly supported by further evidence that *Foxo1* ablation retained PGR in the nuclei of uterine epithelia, and *PGR* overexpression inhibits nuclear FOXO1 during the WOR. Previous studies have suggested that PGR may inhibit PTEN, leading to enhanced activity of PI3K/Akt signaling pathway, and further inactivation of FOXO1 by phosphorylation and sequestration in the cytoplasm [34, 35].

Following this line of inquiry, we determined that *Foxo1* conditional knockout mice progress through pseudopregnancy without down-regulating the expression of the PGR in the epithelium. This evidence suggests a potential role of FOXO1 in the timely downregulation of epithelial PGR. Our transcriptomic data supports this hypothesis by identifying activation of PGR activity in the absence of FOXO1 in the murine uterine LE at GD 4.5. Based on RT-qPCR analyses, the retained PGR signaling was substantiated by increased mRNA levels of PGR responsive genes, such as *Pgr*, *Ihh*, *Msx1* and *Msx2*. Thus, it is possible to postulate that FOXO1 is involved in the downregulation of epithelial PGR, which accounted for the infertility in mice. Collectively, we propose that FOXO1 and PGR may be involved in a mutually regulatory relationship in the endometrial epithelium at the WOR, which was substantiated later by sequestration of FOXO1 in the cytoplasm in response to constitutive expression of PGR in the nuclei of endometrial epithelium during the time of implantation in mice.

This model used the Pgr^Cre^ mouse to ablate Foxo1 in all compartments of the uterus, as well as, the pituitary ovary axis. We demonstrated that the ovaries were able to ovulate and produce progesterone to maintain pregnancy. However, since we ablated Foxo1 in both the epithelial and stromal compartments of the uterus from birth, we cannot conclude that the resulting infertile phenotype is due solely to ablation of *Foxo1* in the uterine epithelium or due to a developmental defect. Although we did not see a reduction in the either the number of glands or the expression of FOXA2, we did see altered uterine epithelial cell proliferation and a delayed induction of LIF expression. However, the delayed in LIF expression was not the sole cause of the embryo implantation defect since rLIF could not rescue the phenotype. Also in the analysis of the growth of the uterus in an artificial decidual model, we observed a decrease in mass of the deciduoma at DD5 **(S3B Fig)**. This could indicate a developmental defect as well as a role for stroma expressed FOXO1 in the fertility phenotype. To address these issues of timing and the compartmental role of *Foxo1* in female fertility we crossed the *Foxo1*^*f/f*^ mouse to the *Ltf*^*Cre*^ mouse, which ablates genes specifically in the uterine epithelium starting at 90 days of age.[36]. The results of that breeding trial is shown in **S5 Fig.** The *Ltf*^*Cre*^*Foxo1*^*f/f*^ mice were sterile. Although this does rule out a developmental defect it does not rule out a role for stroma FOXO1 in the infertile phenotype. However, this analysis does demonstrate that epithelial expressed FOXO1 is critical for mouse fertility.

Previous studies had demonstrated FOXO1 functions as a transcriptional co-regulator of PGR for the differentiation of the endometrial stroma [13, 14]. It had been demonstrated that continuous progestin stimulation is required to maintain FOXO1 sequestered in the cytoplasm for survival of decidual cells [33]. However, it remained unknown if this interaction would be required for decidualization *in vivo*. To follow this line of evidence, we evaluated the ability of the *Foxo1*^*d/d*^ uteri to differentiate in response to a well-defined hormonal regimen for the artificial induction of decidualization. From this assay, we were able to determine that FOXO1 is not required to initialize the differentiation of the stroma, as the stimulated horns from both the control and conditional knockout mice exhibited a comparable increase in biomass at DD2. Interestingly, the decidual response at DD 5 in this artificial scheme was attenuated. The differences of the roles of FOXO1 in the mouse model and the decidualization of human endometrial stroma cells *in vitro* could be due to a stronger dependence of stroma cells on FOXO1 when cultured *in vitro* or species differences. Unlike the mouse, human stroma cells undergo a decidual reaction spontaneously, independent of embryo implantation. This spontaneous decidualization may be more dependent upon the action of FOXO1. However, there is conservation in the relationship of FOXO1 and PGR with respect to the cellular localization between the mouse and human in the endometrial compartments.

We observed by immunohistochemistry that decidual cells contain predominantly cytoplasmic signal for FOXO1. It is noteworthy to mention that PGR expression in the stroma is very robust during decidualization and further reiterates the mutually exclusive presence of PGR and FOXO1 in the endometrium. The cytoplasmic sequestration of FOXO1 in the mouse decidua indicates that nuclear FOXO1 may not play a critical role in the initiation of decidualization in the mouse model, but may play a role in secondary/late decidualization. Indeed, we observed a slight defect in biomass growth in the late decidual timepoint at DD5. We had previously demonstrated that conditional ablation of the wingless-related MMTV integration site 4 (*Wnt4*) using the *Pgr*^*cre/+*^ *Wnt4*^*f/f*^ mouse model results in uterine infertility and mislocalization of FOXO1 in artificially decidualized uterine horns [19]. The mislocalization of FOXO1 to the decidual cell nuclei was proposed to promote premature decidual cell apoptosis [19]. Collectively, this evidence suggests that FOXO1 may have a minimal role in the initiation of decidualization *in vivo*, but its sequestration in the cytoplasm of decidual cells is required for survival of the decidua. The sequestration of FOXO1 in the cytoplasm to prevent apoptosis could be conserved in the mouse uterine epithelium. The nuclear localization of FOXO1 in the uterine epithelium during the WOR could prepare the uterine epithelial cells for entosis and the ensuing apoptosis to allow embryo invasion.

The most striking finding from our evaluation of the reproductive phenotype of the *Foxo1*^*d/d*^ mice was that the decidualization reaction was initiated at sites of blastocyst apposition in the absence of trophoblastic penetration of the LE. This evidence indicated that the epithelium was competent to transmit the stimulus for decidualization to the stroma. The trophoblastic cells of the developing embryo need to breach the LE barrier as a requirement to establish the fetal-maternal vascular interphase. Their inability to do so in the *Foxo1*^*d/d*^ mice indicated that endometrial FOXO1 was required for the temporal permeability of the LE. Penetration of the uterine epithelium by polytene trophoblast cells during the invasion phase of implantation is aided by underlying decidual cells and required the timely removal of the epithelial barrier. In the normal murine endometrium, LE cells surrounding the blastocyst in the implantation chamber undergo a decrease in epithelial apical-basal polarity, as well as, a cell-shape transition from a columnar to cuboidal configuration approaching implantation, disappearing approximately 30 hours after the initiation of attachment [37]. This timely orchestrated transition of cell polarity is critical for blastocyst adhesion and invasion, thereby successful establishment of pregnancy [1]. Interestingly, the LE cells in the implantation chamber of *Foxo1*^*d/d*^ mice remained structurally intact at GD 5.5, evidenced by the strong and sharp staining of CDH1 at the apicolateral border of the LE, suggesting the greater apical basal polarity in *Foxo1*^*d/d*^ uteri during the implantation. MUC1, a well-known glycoprotein that serves as the cell-surface barrier to embryo implantation [38], maintained a high level in the apical membrane of LE in *Foxo1*^*d/d*^ uteri, indicating the abnormality of LE differentiation during the implantation. Meanwhile, the uterine LE (particularly the IS) during the receptive phase are devoid of signal from CLDN1, a tight junction protein that could alter the selective permeability of solutes across the LE, i.e., disturbing the transport of water, ions, and histotroph into the lumen [39]. The strong expression of CLDN1 in apicolateral membrane of the LE in *Foxo1*^*d/d*^ uteri suggested the critical role of FOXO1 in control of solute transport into lumen via LE depolarization. The absence of junction proteins GJB2 and TJP1 at the utero-embryonic interface in *Foxo1*^*d/d*^ mice suggested failure of embryo invasion via retained LE polarity. It subsequently disrupted intricate and precise communication between the blastocyst and the uterus, thereby causing embryonic death and infertility. Collectively, FOXO1 is required to accommodate embryo invasion by depolarizing and disintegrating the LE at the implantation chamber during implantation.

The mechanisms of LE clearance at the site of attachment are species-specific and are poorly characterized in the human due to ethical constraints. Interestingly, the apoptotic LE in the murine uterus is phagocytosed by the adjacent trophoblast [40]. Recently, it was demonstrated that during implantation, the LE cells in direct contact with the blastocyst are endocytosed by trophoblast cells in a process known as entosis [5]. This process initiates at GD 4.5 with the target cell undergoing a nonapoptotic cell death program and subsequent internalization by another live cell, leading to a transient state in which a live cell is contained within the host cell. Within 24 hours after this process initiates, apoptosis occurs in the AM extension of LE [41]. This process is driven by a Rho-dependent process requiring activity of the small GTPase, ROCK1 [5]. However, the extracellular stimulus and membrane component involved in triggering this intracellular signaling cascade resulting in the Rho-dependent cytoskeleton remodeling remains undefined. Our transcriptomic dataset further implicates FOXO1 in activation of cell invasion, molecular transport, apoptosis and the CTNNB1 signaling pathway, as well as, inhibition of PGR signaling in the LE during the time of implantation. However, further investigation will be required to evaluate the potential role of FOXO1 in the mechanism of entosis.

Targets of PGR, *Msx1*, *Msx2* and *Ihh* remained at higher levels in LE of *Foxo1*^*d/d*^ uteri, suggesting the inhibitory role of FOXO1 on PGR activity during implantation. On the other hand, WNT5A can induce cell polarity by promoting CDH1/CTNNB1 complex formation [42, 43] and was negatively regulated by *Msx1* and *Msx2* [37]. In this study, however, increase in *Wnt5a* in the context of higher *Msx1* and *Msx2* levels in LE of *Foxo1*^*d/d*^ uteri suggested that FOXO1 may regulate *Wnt5a* via direct and dominant inhibition. Notably, others have shown that gain-of-function overexpression of *Wnt5a* results in a subfertility phenotype associated with defects in LE organization, crypt formation, and embryo positioning [44].

In this study, we determined that ablation of FOXO1 results in infertility due to a uterine defect associated with inability of the blastocyst to invade the endometrial epithelium following an incomplete attachment reaction on the surface of the endometrium. The failure of embryo invasion was further identified as a consequence of defects in LE polarization and the ability of the uterine epithelium to be removed by trophoblast invasion, thereby disrupting intricate and precise communication between the blastocyst and the uterus. To elucidate the molecular mechanism for this implantation defect, we defined the FOXO1-dependent transcriptome at the WOR in the murine endometrium. This analysis determined that FOXO1 regulates the expression of multiple components of signaling pathways that establish the receptive phase including activation of cell invasion, molecular transport, apoptosis, CTNNB1 signaling pathway, as well as, inhibition of PGR signaling in the murine endometrial epithelium. The defective expression of molecules known to be required for fetal-maternal crosstalk in the *Foxo1* conditional knockout indicates that FOXO1 plays a major role in defining the WOR for embryo implantation. Particularly, the spatiotemporal expression and localization of FOXO1 and PGR in the endometrial epithelium in both human and mice, known as Yin-and-Yang balance (**Fig 7C**), are required for successful implantation during pregnancy. Collectively, these data identify FOXO1 as a marker and regulator of endometrial receptivity for the establishment of pregnancy.

## Materials and methods

### Ethics statement

This study was carried out in accordance with federal regulations governing human subjects research. All procedures were approved by the following ethics committees: Institutional Review Board/Committee-A (IRB) of Greenville Health System under IRB file # Pro00000993 and Pro00013885 and the University of Capel Hill at North Carolina IRB under file #: 05–1757. Written informed consent was obtained from all patients before their participation in this study.

All animal studies were conducted in accordance with the Guide for the Care and Use of Laboratory Animals published by the National Institutes of Health and animal protocols and approved by the Institutional Animal Care and Use Committee (IACUC) of Baylor College of Medicine under protocol number AN-4203 and by the Animal Care and Use Committee of National Institute of Environmental Health Sciences protocol numbers 2015–0012 and 2015–0023 Mice were euthanized by cervical dislocation following anesthesia. Mice undergoing euthanasia were anaesthetized with 100mg/kg sodium pentobarbital given I.P., 0.1ml/10 grams. Mice received irradiated Teklad global soy protein-free extruded rodent diet (Harlan Laboratories, Inc., Indianapolis, IN) and fresh water ad libitum.

### Generation of transgenic mice

Generation of the conditional allele targeting the second major coding exon of *Foxo1* (encoding the C-terminal half of the full-length protein) was previously described [20]. Floxed Foxo1 (*Foxo1*^*f/f*^) mice were crossed with the *Pgr*^*Cre*^ mouse model [16] to generate conditional knockout animals, i.e., *Foxo1*^*d/d*^. Floxed Foxa2 (*Foxa2*^*f/f*^) mice were crossed with the *Pgr*^*Cre*^ mouse model to generate conditional knockout animals, i.e., *Foxa2*^*d/d*^. Generation of the conditional *mPgrA*^*LsL*^ allele was previously described [32]. Briefly, the transgenic mice were generated by placing the PGR-A cDNA in a vector containing the hybrid chicken β-actin ubiquitous promoter (CAGGS) and a LoxP-STOP-LoxP (LsL) cassette inserted into the murine ROSA26 locus. Expression of mouse PGR-A (*PgrA*^*LsL/+*^) was driven in the whole uterus by crossing this mouse line with the *Wnt7a*^*Cre*^ (epithelial-Cre) line. Presence of both alleles drives recombination of the LoxP sites and excision of the STOP cassette, driving constitutive expression of PGR-A across the uterus. In addition, *Foxo1*^*f/f*^ mice were crossed with the *Ltf*^*iCre*^ mouse model to generate endometrial epithelial knockout mice (*Foxo1*^*ed/ed*^).

### Fertility trial

Conditional knockout and control littermate females at approximately 6 weeks of age were housed individually and continuously with males of the B6D2F1 strain. Mating was confirmed by presence of vaginal plugs. Fertility was assessed by monitoring frequency of litters and litter sizes for a six-month period.

### Implantation and pseudopregnancy

Blastocyst implantation was measured by mating 8-week-old females with wild-type males. The morning a vaginal plug was observed was considered 0.5 days post coitus (GD 0.5). Mice were sacrificed at gestational day (GD) 4.5, 5.5, 6.5, 7.5, 8.5 and 9.5. Uteri were excised, imaged, and IS diameter was measured using a Vernier caliper. Whole uteri were fixed in 4% v/v electron microscopy grade paraformaldehyde (PFA) in phosphate buffered saline (PBS) for histology on sagittal sections. Histological analysis of serial sagittal sections of both uterine horns at GD 5 was conducted to determine the number of embryos attached versus unattached to the uterine epithelium. Analysis of uterine gene expression during pseudopregnancy was accomplished by mating 8-week-old female mice with vasectomized male mice. The presence of the postcoital vaginal plug was designated pseudopregnant day (PPD) 0.5. The mice were sacrificed on PPD 0.5, 1.5, 2.5, 3.5, 4.5 and 5.5.

### Mouse surgeries and exogenous hormone treatments

All surgeries were performed using avertin anesthesia (2.5% (v/v) solution, 0.02 ml/g body weight) and postoperative pain was alleviated with the analgesic, ketoprofen (5–10 mg/kg of body weight). Ovariectomy was performed on 6-week-old female mice by exposing the reproductive tract via a dorsolateral incision. The ovaries were ligated with sterile absorbable suture and excised. The peritoneal opening was closed with absorbable suture and the skin closed with wound clips. Females were rested for 2 weeks to deplete endogenous hormones. Hormones were dissolved in sesame oil and administered via 0.1 ml subcutaneous injections.

For preimplantation gene expression studies, mice were given 3 daily injections of 100 ng estradiol followed with 2 days of rest and then a combination of 6.7 ng of estradiol with 1 mg of progesterone for 2 days. Mice were sacrificed 6 hours after the final injection. Uterine horns were flash frozen for RNA analysis or fixed in 4% v/v PFA in PBS for histology. This hormone strategy was utilized to mimic preimplantation day 3.5. For the artificial induction of decidualization, females were primed with 3 daily subcutaneous injections of 100 ng estradiol and then rested for 2 days. Mice subsequently received 3 daily injections of 1 mg progesterone and 6.7 ng estradiol per mouse subcutaneously. One uterine horn was exposed by a dorsolateral incision and stimulated by instillation of sesame oil into the uterine lumen 6 hours after the third injection of progesterone and estradiol. The reproductive tract was returned to the peritoneum and the opening closed as described above. Mice continued to receive daily injections of progesterone and estradiol until sacrificed at day 2 (decidual day 2, DD 2) or day 5 (DD5) post surgery.

### LIF rescue assay

Adult females (*Foxo1*^*f/f*^, *Foxo1*^*d/d*^, and *Foxa2*^*d/d*^) were mated overnight with wild-type males. Females were separated from males the following morning. Presence of a vaginal plug was considered 0.5 day post coitus (GD 0.5). Female mice received two intraperitoneal (i.p.) injections (one at 1000 h and one at 1800 h) of vehicle or 10 μg recombinant mouse LIF on GD 3.5. Embryo implantations were evaluated on GD 5.5 by eosin and hematoxylin staining.

### Blastocyst flush

Adult females (*Foxo1*^*f/f*^ and *Foxo1*^*d/d*^) were mated overnight with wild-type males. Females were separated from males the following morning. Presence of a vaginal plug was considered 0.5 day post coitus (GD 0.5). Uterine horns were harvested at GD 3.5. Blastocysts were recovered by phosphate-buffered saline and the numbers were counted under a bright-field microscope.

### Histological and immunohistochemical staining

At the time of sacrifice, a mid-portion of the uterine horn was fixed in 4% v/v PFA in PBS overnight at room temperature and followed by three washes with 70% ethanol. Dehydrated tissues were embedded in paraffin and sectioned to 5 um thickness on glass slides. Slides were heated for 20 min at 60°C and cooled for 10 min. Sections were dehydrated in 3 washes of xylenes for 5 minutes each and hydrated in ethanol gradients (100%, 95% and 70%).

For eosin and hematoxylin staining, slides were incubated in hematoxylin for 3 minutes, washed with water and developed in a 10% lithium carbonate solution. Slides were subsequently incubated with eosin for 1 minute, washed and dehydrated in an ethanol gradient and finally in xylene washes. Slides were mounted with Permount and glass coverslips.

For immunohistochemical staining, hydrated sections were boiled with unmasking solution (Vector Laboratories Burlingame, CA) and washed three times with PBS. Endogenous peroxidases were quenched by incubating sections with 3% (v/v) hydrogen peroxide in methanol for 10 minutes in the dark. Sections were washed and blocked with 10% (v/v) normal goat serum in PBS. Sections were incubated over night at 4°C in a humidified chamber with primary antibodies (see **S4 Table**). Following washes in PBS, slides were incubated with anti-rabbit biotinylated secondary antibodies (5 μL/mL) for 1 hour at RT in humidified chambers. Secondary antibody was removed and slides were washed three times with PBS. VECTASTAIN Elite ABC Reagent and Vector DAB peroxidase substrate kits were utilized for development of staining and optimized for each antibody condition (Vector Laboratories Burlingame, CA). Tissue was counterstained with hematoxylin and dehydrated before affixing coverslips. A semiquantitative grading system (H-score) was used to compare the immunohistochemical staining intensities. The H-score was calculated using the following equation: H-score = ∑ Pi (i), where i = intensity of staining with a value of 1, 2 or 3 (weak, moderate or strong, respectively) and Pi is the percentage of stained cells for each intensity, varying from 0 to 100%.

### *In situ* localization of Hbegf mRNA

RNAscope *in situ* hybridization (Advanced Cell Diagnostics, Newark, CA) was performed according to the manufacturer’s instructions using paraformaldehyde-fixed tissues and a mouse Hbegf probe (Catalog # 437601, Advanced Cell Diagnostics, Newark, CA). Following hybridization, slides were washed and probe binding visualized using the HD 2.5 Red Detection Kit (Catalog # 322350, Advanced Cell Diagnostics, Newark, CA). Sections were briefly counterstained with hematoxylin before dehydrating and affixing coverslips with Permount.

### Western blot analysis of protein expression

Tissue was homogenized in 600 μL of protein lysis buffer (10 mM Tris, pH 7.4, 150 mM NaCl, 2.5 mM EDTA and NP-40) supplemented with protease inhibitor cocktail (cOmplete Mini, EDTA-free, REF 11-836-170-001, Roche Diagnostics, Mannheim, Germany) and phosphatase inhibitor cocktail (PhosSTOP, REF 04-906-837-001, Roche Diagnostics, Mannheim, Germany) 6 times for 10 seconds and rested intermittently for 10 seconds on ice. Homogenates were centrifuged 10 minutes at 11,400 rpm in 4°C to pellet cellular debris. Supernatant was transferred to a new 1.5 mL centrifuge tube.

Denatured protein extracts (10 μg) per sample were loaded on a Bis-Tris NuPAGE 4–12% gel (REF NP0321BOX, Novex by Life Technologies, Carlsbad, CA) for electrophoresis separation. Proteins were transferred to polyvinylidene difluoride membranes, PVDF, (MilliporeSigma, Burlington, MA) in transfer buffer (25 mM Tris, 192 mM glycine, and 20% methanol) (Life Technologies, Carlsbad, CA). PVDF membranes were subsequently blocked with 5% (w/v) blotting grade non-fat milk (#170–6404, BIO-RAD, Hercules, CA) in PBS containing 0.1% tween 20 for 1 hour at room temperature. Membranes were probed with antibodies for FOXO1 (Cell Signaling, Danvers, MA, #2880), and β ACTIN (Sigma-Aldrich, St. Louis, MO, Catalog No. A5441) overnight at 4°C in 5% (w/v) blotting grade non-fat milk in PBS containing 0.1% (v/v) tween 20. Blotted membranes were subsequently washed three times with PBS containing 0.1% tween 20 and incubated 1 hour at room temperature with secondary antibody (anti-rabbit peroxidase and anti-mouse peroxidase, accordingly). Blots were washed three times with PBS containing 0.1% (v/v) tween 20 and an additional three times with PBS only. The Amersham ECL Western Blotting System (GE Healthcare, Chicago, IL) was utilized for the luminol-based detection of bands on film as per manufacturer’s instructions.

### RNA isolation and reverse transcription real-time polymerase chain reaction (RT-qPCR)

Uterine horns were dissected from anesthetized mice two weeks after each respective surgery and cervixes were discarded. Tissue was homogenized in 1 mL of TriZOL 6 times for 10 seconds and rested intermittently for 10 seconds on ice. Homogenates were centrifuged 10 minutes at 11,400 rpm in 4°C to pellet cellular debris. Supernatant was transferred to a new 1.5 mL centrifuge tube and mixed with 200 μL of chloroform by shaking the tubes. Samples were rested for 3 minutes at room temperature and subsequently centrifuged at max speed for 18 minutes at 4 ^o^C. Approximately 600 μL of the aqueous layer was transferred to a new tube and mixed with equal parts of 70% ethanol. This mix was filtered in columns from the RNAeasy Mini kit (QIAGEN, Germantown, MD). Columns were washed once with 700 μL of RWT buffer and three times with 500 μL of RPE buffer. RNA was eluted with RNase free water.

RNA was reverse transcribed into cDNA with Moloney Murine Leukemia Virus (M-MLV, Life Technologies, Carlsbad, CA) according to manufacturer’s recommendations. Expression levels of mRNA were determined by RT-qPCR on a QuantStudio 12K Flex Real-Time qPCR system (Life Technologies, Carlsbad, CA) using the TaqMan® Gene Expression Assay platform (Life Technology, Carlsbad, CA) or FastStart SYBR Green Master (Roche Diagnostics, Indianapolis, IN) with oligonucleotide primers synthesized by Sigma-Aldrich (St. Louis, MO). Gene expression was normalized to 18s rRNA by ΔΔCT method.

### RNA-seq

RNA was prepared for sequencing by the Genomic and RNA Profiling Core at Baylor College of Medicine, Houston, TX. Sample quality checks were performed using the NanoDrop spectrophotometer and Agilent Bioanalyzer 2100. Libraries were generated using the Illumina TruSeq RNA library preparation protocol. A double-stranded DNA library was created using 250 ng of total RNA, quantitated by picogreen, preparing the fragments for hybridization onto a flow cell. First, cDNA was created using the fragmented 3’ poly (A) selected portion of total RNA and random primers. Libraries were created from the cDNA by first blunt ending the fragments, attaching an adenosine to the 3’ end and finally ligating unique adapters to the ends. The ligated products were then amplified using 15 cycles of PCR. The resulting libraries were quantitated using the NanoDrop spectrophotometer and fragment size assessed with the Agilent 2100 Bioanalyzer. A qPCR assay was performed on the libraries to determine the concentration of adapter ligated fragments using the Applied Biosystems ViiA 7 Quantitative PCR instrument and a KAPA Library Quant Kit. All samples were pooled equimolar and requantified by qPCR, and reassessed on the Bioanalyzer. Using the pooled concentration from the qPCR assay, the library pool was loaded onto each of two rapid run flow cells at a concentration of 12 pM, for on-board cluster generation and sequencing on the HiSeq 2500 at a read length of 100 bp, paired-end.

Read mapping and gene differential expression analysis were performed by the Biostatistics and Analytics Group in the Dan L. Duncan Comprehensive Cancer Center Baylor College of medicine, Houston, TX. In order to increase the mappability, we trimmed 11 low-quality nucleotides from the 5’ ends of the reads. The resulting 90-nucleotide pair-ended reads were mapped to the mouse genome (UCSC mm10) using STAR with NCBI RefSeq genes as the reference. [45] In order to reduce possible PCR biases, we removed the read duplicates using picard tools (http://broadinstitute.github.io/picard/). HTseq was used to determine the number of reads falling in the known genes [5]. EdgeR was used to analyze the gene-based read counts to detect differentially expressed genes between the control and treatment groups. [46] The false discovery rate (FDR) of the differentially expressed genes was estimated using the Benjamini and Hochberg method. FDR < 0.05 was considered statistically significant. Files were deposited to GEO Datasets under accession number GSE72895.

### Data analysis

The differentially genes generated from RNA-seq data were analyzed using Ingenuity Pathway Analysis software (IPA, www.ingenuity.com) and Database for Annotation, Visualization, and Integrated Discovery (DAVID, https://david.abcc.ncifcrf.gov). The GraphPad Prism software was implemented for one-way analysis of variance (ANOVA), Tukey-Kramer multiple comparison test, and Student t-test analyses for RT-qPCR, litter production in the breeding trial, growth of the ISs over early pregnancy, and decidual wet weights. Hierarchal clustering heatmaps were generated using Partek Genomics Suite 6.6 software.

## Supporting information

S1 Fig Implantation sites of *Foxo1* ablated mice lack embryos. Females at 6 weeks of age were mated with fertile males. Presence of vaginal plug indicated postcoital day 0.5 (GD 0.5). **(A)** Gross morphology of uterine horns with visible ISs. Scale bar, 1 cm. **(B)** Quantification of IS diameter. Data are presented as means ± SEM. **, *P<*0.01; ***, *P*<0.001. **(C)** Eosin and hematoxylin staining was performed on transverse sections of individual ISs. The midportion of each attachment sites in *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ are shown for days 7.5, 8.5 and 9.5. *n* = 4.
(TIF) Click here for additional data file.

S2 Fig Ablation of *Foxo1* interferes with the LIF production but hinders the embryo implantation in a LIF-independent fashion. **(A)** Quantification of the *Lif* gene in uteri from *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ mice (*n* = 6) at GD 3.5 and 4.5. Data are presented as means ± SEM. *, *P*<0.05. **(B)** Embryo implantations were observed by eosin and hematoxylin staining on GD 5.5 in vehicle-treated *Foxo1*^*f/f*^ mice (*n* = 5) and in LIF-replaced *Pgr*^*Cre/+*^*Foxa2*^*f/f*^ (*Foxa2*^*d/d*^, *n* = 4) mice but neither in vehicle-treated nor LIF-replaced *Foxo1*^*d/d*^ mice (*n* = 5). Scale bar, 100 μm.
(TIF) Click here for additional data file.

S3 Fig Ablation of *Foxo1* results in minor defects in decidualization. Ovariectomized mice were treated with exogenous hormones and a deciduogenic stimulus was administered to the left uterine horn. **(A)** Gross uterine morphology of uteri (*n* = 4) at decidual days 2 (DD2) and 5 (DD5). Scale bar, 1 cm. **(B)** Wet weight ratio of decidual stimulated uterine horn relative to unstimulated horn. Data are presented as means ± SEM, *n* = 4. *, *P*<0.05. **(C)** Histological analysis of FOXO1 expression in stimulated uterine cross sections between *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ at DD2 (*n* = 4). Arrows indicate endometrial compartments as follows: LE, luminal epithelium, GE, glandular epithelium, and S, stroma. AM, antimesometrial pole; M, mesometrial pole. Scale bar, 100 μm. **(D)** Histological analysis of FOXO1 expression in stimulated uterine cross sections between *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ at DD5 (*n* = 4). Arrow indicates the luminal epithelium and grey triangle indicates the primary decidual zone, solid black arrows indicate secondary decidual zone. Scale bar, 50 μm.**(E)** Quantification of *Foxo1*, *Bmp2 and Wnt4* genes in both decidual and control uterine horn from *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ mice at DD5 (*n* = 4). Data are presented as means ± SEM, *n* = 4. *, *P*<0.05.
(TIF) Click here for additional data file.

S4 Fig Ablation of *Foxo1* retains the polarity of uterine epithelium in GD 5 pregnant mice. (**A**) Immunohistochemical staining for Mucin-1 (MUC1), E-cadherin (CDH1), Connexin 26 (GJB2), ZO-1 (TJP1) and Claudin 1 (CLDN1) in the cross sections of both *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ murine uteri at GD 5.5. Scale bar, 100 μm. (**B**) Immunohistochemical staining for MUC1 in GD 5.5 uteri of *Foxo1*^*f/f*^ and *Foxo1*^*d/d*^ mice at low magnification. M, mesometrial pole; AM, antimesometrial pole; E, embryo; IS, implantation site; I-IS, inter-implantation site. Scale bar, 1 mm.
(TIF) Click here for additional data file.

S5 Fig The number of pups born from *Foxo1^f/f^* and *Ltf^iCre/+^Foxo1^f/f^* (*Foxo1^ed/ed^*) female mice (n = 4) in 6-month breeding trial. Data are presented as means ± SEM. *, *P*<0.05.
(TIF) Click here for additional data file.

S1 Table List of differentially expressed genes in Foxo1^d/d^ mouse uteri compared with Foxo1^f/f^ mouse uteri at PPD 4.5. 

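S1 Table gives for each of 631 genes an RPKM value per genotype, a log2 fold change and a q-value, with 359 genes higher and 272 lower in *Foxo1d/d*. RPKM divides the reads of a gene by its length and by the size of the library. Of the 631 genes, 617 were found among the deposited mean counts, 611 of them under the same symbol and the others through RefSeq synonyms. The log2 ratio of the mean counts had the direction of S1 Table for 614 of them. Across 614 genes with a finite fold change and a mean count of at least 10, the 2 values had a Pearson r of 0.998 across genes, which are not independent replicates, and differed by a median of 0.02 on the log2 scale. They differed by more than 0.5 for 4 genes, chosen after their values were seen, namely *Kng1*, *Fga*, *Slc13a2* and *Rps18*. For *Rps18*, which has many near-identical pseudogenes, the paper's value in S1 Table is -1.34 and the log2 ratio here was -0.44. The authors' deposited table gives an FDR under 0.05 to 602 of the 617 genes, and with its p-values adjusted over the listed genes alone, 614 were under 0.05. The list was called on the same libraries, so this overlap shows no stability.

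**Figure D3:**
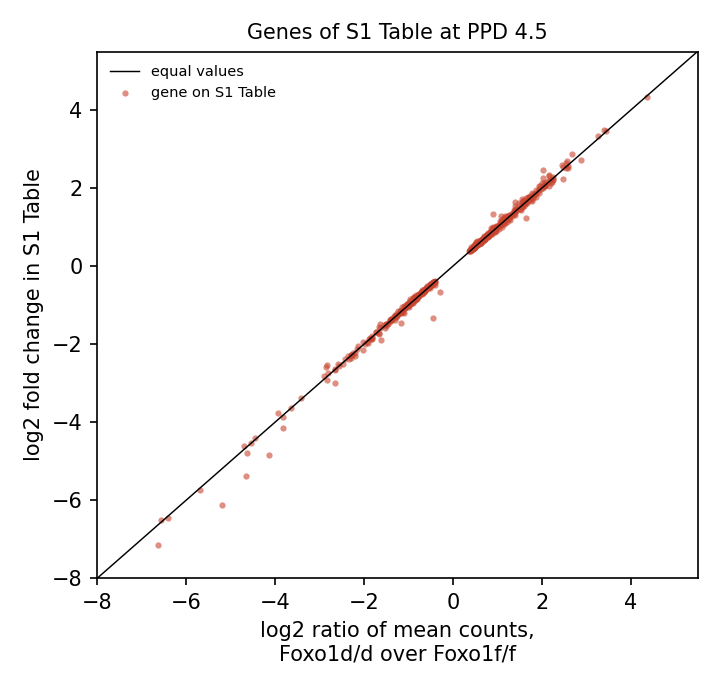
The log2 fold change in S1 Table (vertical axis) against the log2 ratio of the mean counts (horizontal axis) for 614 genes. Each point is a gene and the line marks equal values, and most points lie on it, with a median distance of 0.02.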

(XLSX) Click here for additional data file.

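S2 Table lists 90 functional annotations from IPA, each with an activation z-score, which is positive where the directions of the member genes fit an increase of the function and negative where they fit a decrease, and with its member molecules. A positive z-score stands beside 39 of them and a negative one beside 51. An annotation holds between 5 and 432 molecules, with a median of 39.5. The whole member lists of 61 annotations were read here, and these name 315 different molecules, of which 307 were matched to genes of S1 Table and to the deposited mean counts. By the log2 ratio of the mean counts, 182 of the 307 were higher and 125 lower in *Foxo1d/d* uteri, and 302 of them have an FDR under 0.05 in the authors' deposited table.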

S2 Table Functional annotation of altered transcriptome in Foxo1^d/d^ mouse uteri at PPD 4.5. (XLSX) Click here for additional data file.

S3 Table Functional annotation of altered transcriptome in Foxo1^d/d^ mouse uteri at PPD 4.5. 

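S3 Table lists the 34 canonical pathways with their member molecules and a z-score, which is positive for 28 pathways and negative for 6. The pathways together name 92 different molecules, of which 91 were matched to the deposited mean counts. By the log2 ratio, 58 of these were higher and 33 lower in *Foxo1d/d* uteri, and 90 have an FDR under 0.05 in the authors' deposited table. The molecules that stand in the most pathways are PIK3R3, in 24, IRS1 and IRS2, in 23 each, and MAPK11 and MAPK13, in 22 each.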

(XLSX) Click here for additional data file.

S4 Table Antibody information. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

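RNA-seq was made from uteri of *Foxo1f/f* and *Foxo1d/d* mice at PPD 4.5, with 3 libraries per genotype, each from a pool of 2 mice. The authors mapped the trimmed reads to mm10 with STAR, removed duplicates with picard, counted reads per RefSeq gene with HTSeq and compared the genotypes with EdgeR, with the FDR estimated by the method of Benjamini and Hochberg. The versions, the test within EdgeR and its normalization are not named in the paper's text. From these steps the authors deposited one table. It holds the mean raw count of each gene per genotype, and all of its mean counts are whole numbers after multiplication by 3. It also holds the authors' signed fold change, a score that is positive where a gene is higher in *Foxo1d/d* and minus the inverse ratio where it is lower. The authors' average log2 CPM over all libraries and the authors' p-value and FDR complete the deposited columns. The FDR in the authors' deposited table equals a Benjamini and Hochberg adjustment of its p-values over all 23420 genes, to within rounding. The number of other columns with values of single samples that were left out is 0.

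The tests planned before the data were examined needed the counts of single libraries, which were not analysed here. No model was therefore fitted across genes, and no SD, exact permutation test, fit that leaves out a library or other split of the 6 libraries was computed. Every p-value in the text is the authors' own, from the authors' deposited table, and so is every FDR, except where the text says that those p-values were adjusted again over fewer genes. What was computed here is the ratio of mean counts. A pseudocount of 1 was added to both mean counts, each was divided by the total of its genotype, and the log2 ratio of *Foxo1d/d* over *Foxo1f/f* was taken. A 95% Wilson interval of each named gene's ratio was computed from the summed counts, 78375043 in *Foxo1f/f* and 81773890 in *Foxo1d/d*. Such an interval covers counting error only and no difference between pools. The folds of single genes were computed from the scaled mean counts without the pseudocount. A fold against a mean count of 3 or less was computed against 3 counts. It is no lower bound, since counting error allows smaller folds.

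Gene lists were described by their median log2 ratio and its percentile among the medians of 10000 random lists of the same size, matched on mean expression. For the lists of Fig 5B, Fig 5C and S3 Table, the random lists came from the genes of S1 Table in 5 bins of expression. For marker sets of cell types and hormone responses, written down before the data were examined, they came from all genes with a mean count of at least 1 in 10 bins, and for the markers outside S1 Table from the genes outside S1 Table. A marker set was said to rise or fall where its median lay above or below the central 95% of its random lists, and sets of fewer than 5 genes were not judged. S1 Table holds many of the markers with large changes, so a set that moved as a whole but not outside S1 Table was left undecided, a rule set after the results were seen. The random lists treat genes as independent, while the genes of one cell type vary together, so a percentile describes these libraries and is no test across mice. The variation between pools that the p-value of a gene implies, given its fold change and mean counts, was computed with a normal approximation for genes with an absolute log2 fold change of at least 0.5 and a p-value of at most 0.5 in the authors' deposited table. Gene symbols of the supplementary tables were matched to the deposited symbols and to RefSeq synonyms. The human names TP53INP1, SERPINA1 and SERPINA3 were matched by hand to *Trp53inp1*, *Serpina1e* and *Serpina3n*, of which the last 2 are the only genes of their families on S1 Table. Long member lists of S2 Table were read only in part, and for apoptosis the first 68 of 76 genes were used. Gene positions and lengths come from RefSeq on GRCm38.p6, the assembly that mm10 is made from.

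The genes named singly are those that the paper names in its RNA-seq section or stains or measures in the uterus, and the 5 highest and 5 lowest log2 ratios among genes with an FDR under 0.05 in the authors' deposited table. The part of that rule that asked for no overlap between the libraries of the genotypes could not be applied. Members of the paper's lists and of the marker sets are named as members. The results for 1 list of Fig 5C and 1 named gene are not reported here. The alternatives were a pseudocount of 0.1, the authors' fold change in place of the ratio, ratios centred on the median gene, other thresholds of the FDR and the fold change, and other filters on low counts before the authors' p-values were adjusted.

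The steps were tested on simulated data. Of 200 genes changed by known amounts among 23420, 100% had the right sign, with a median absolute error of 0.17 on the log2 scale. They were changed at least 2-fold, so smaller changes were not tested. Of 400 random lists without a shift, 4.5% lay outside the central 95%, and 100% of 400 lists shifted by 1 on the log2 scale lay above it. These lists had independent noise and were drawn from all genes, not from S1 Table. A shift of 1 is larger than most of the medians judged here, so the power for smaller shifts was not tested. Simulated dispersions of 0.01, 0.05 and 0.2 were recovered as 0.0101, 0.0517 and 0.212. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the figures were drawn with matplotlib 3.10.9.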

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

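The tests on fold change, on the neighbourhood of *Pgr*, on gene length and on squamous markers were set before their results were seen. For the test on low counts the direction was set before, and the comparison with random sets was chosen after the medians had been seen.

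The authors' deposited table gives an FDR under 0.05 to 1892 genes that S1 Table does not list, 858 higher and 1034 lower in *Foxo1d/d*. Compared with the listed genes, a larger share of them changed little. Of the unlisted genes 68.2% were under 1.5-fold, against 21.3% of the listed genes, and the median absolute log2 ratio was 0.40 against 0.90. They also had somewhat fewer counts. Their median mean count was 1026, against 1207 for the listed genes, which lay at percentile 1.13 of random sets of as many genes with an FDR under 0.05, and 20.2% of them had a mean count under 100, against 9.97%. Smaller changes and lower counts therefore remain as descriptions of the unlisted genes as a group, and 225 of them were past 2-fold with a mean count of at least 10.

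Genes close to the Cre allele at *Pgr*, which are inherited with it, could differ between the genotypes through strain variants. Of 141 genes within 20 Mb of *Pgr*, 12.8% had an FDR under 0.05, against 15.4% elsewhere, and this share lay at percentile 22.8 of 1996 windows around random genes. The log2 ratio fell slightly with gene length, with a Spearman rho of -0.15 across 15368 genes, under the bound of 0.2 set for this test. The FDR in the authors' deposited table already sets the difference between the genotypes against the spread between pools, and other splits of the 6 libraries were not run.

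With a pseudocount of 1, the largest ratios among the unlisted genes with a mean count of at least 10 rest on few counts in one genotype. With the lower count set to 3, *Sprr1a* (log2 ratio 3.54) was 12.6-fold, *Dmbt1* (3.45) 8.20-fold and *Lpo* (3.05) 7.03-fold higher in *Foxo1d/d*. In the same way, *Slc10a2* (-4.85) was 9.27-fold and *Spaca7* (-3.95) 15.1-fold lower. *Ttll6* (-3.54) was 14.5-fold lower, with mean counts of 51.00 and 3.67. The folds given here leave the pseudocount out, while the log2 ratios include it. The FDR of these genes in the authors' deposited table lies between 1.34e-21 for *Spaca7* and 0.000103 for *Lpo*. *Lpo*, *Slc10a2*, *Spaca7* and *Ttll6* were chosen after their values were seen. *Sprr1a* is a gene of stratified epithelia, and RNA of vagina or cervix could raise it. The paper's RNA isolation discarded the cervixes, but it describes mice after surgery and does not name the RNA-seq uteri. Squamous markers outside S1 Table lay at percentile 95.9, inside the central 95% of random lists, and all 15 markers with a mean count of at least 1, those on S1 Table included, at percentile 99.7, so this remains open. No explanation was tested for the other genes, technical or biological.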

How the results depend on the processing

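No paired analysis was possible because the values analysed are means over the 3 libraries of each genotype, which carry no replicate numbers. For the same reason none of these alternatives set before the data were examined was run: DESeq2 size factors and the DESeq2 Wald test, the other tests of edgeR, limma voom, a minimum of 10 counts in every sample, the replicate number as a block, and the fits that leave out one library each. The one that could be run adjusted the authors' p-values over the genes with at least 1 count. It gave 2660 genes against 2494, all 2494 among them, with 1270 higher and 1390 lower, and 605 genes of S1 Table against 602.

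The other settings were added after the data were seen. With the authors' p-values adjusted again over the genes with a mean count of at least 10, 2720 genes had an FDR under 0.05, of which 2404 were among the 2494. A stricter FDR or a fold threshold on the authors' values lowers the counts by construction. At an FDR under 0.01 there were 1643 genes (771 higher). At an FDR under 0.05, 1073 genes (596 higher, 477 lower) were at least 1.5-fold and 592 (338 higher, 254 lower) at least 2-fold changed. At an FDR under 0.01 these counts were 842 (444 higher, 398 lower) and 478 (263 higher, 215 lower). An FDR under 0.001 gave 1108 genes (518 higher, 590 lower), of which 668 (340 higher, 328 lower) were at least 1.5-fold and 377 (201 higher, 176 lower) at least 2-fold changed. An FDR under 0.0001 gave 818 genes (384 higher, 434 lower), 558 (278 higher, 280 lower) at 1.5-fold and 317 (172 higher, 145 lower) at 2-fold. The number of S1 Table genes fell most at 2-fold, to 269, 259, 244 and 233 at an FDR under 0.05, 0.01, 0.001 and 0.0001. A fold threshold of 2 raised the share of higher genes from 47.8% to 57.1% at an FDR under 0.05.

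Of 31 named genes, 30 kept the sign of their log2 ratio and stayed within their counting interval with a pseudocount of 0.1, with the authors' fold change and with ratios centred on the median gene. The exception was *Ctnnb1*, whose ratio of 0.02 became -0.0007 with the authors' fold change and -0.0055 after centring. Its ratio lies under that of the median gene, so its sign depends on the scaling. The largest move was that of *Dmbt1*, by 0.65 with a pseudocount of 0.1, which shows how a mean count of 1.33 limits a ratio. The medians of 49 lists and sets stayed inside or outside the central 95% of their random lists as before in these 3 settings, which shift nearly all genes alike and could move a percentile little. Of 100 counts of list members, 2 changed by more than 1.5 times, the higher HIF1A genes and the higher genes of the coagulation system in S3 Table, both from 2 to 1 at an FDR under 0.01.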

Differences from the paper's values

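The authors' deposited table gives an FDR under 0.05 to 2494 genes, where the paper's count is 631. It has 1193 higher genes against the paper's 359, and 1301 lower genes against the paper's 272. The paper names EdgeR for the comparison, while S1 Table gives RPKM values and q-values. The list and the deposited table may therefore not come from the same computation. This limit also applies to the FDRs of S1 Table genes given below. The one alternative set before the data were examined that could be run, adjustment over the genes with at least 1 count, gave 2660, 1270 and 1390 genes and did not close these gaps. In all, 14 settings were run for the count of genes, and 12 of them were chosen after the paper's count and the values were known. Of the 14, 6 came within 1.5 times of the paper's 631 genes. They were an FDR under 0.05 with at least 2-fold (592 genes, 338 higher), an FDR under 0.01 with at least 1.5-fold (842) or 2-fold (478), an FDR under 0.001 with at least 1.5-fold (668, 340 higher), and an FDR under 0.0001 alone (818) or with at least 1.5-fold (558). With that many thresholds some count falls near any number. The genes overlap with the paper's in part. At 2-fold and an FDR under 0.05, 269 of the 592 genes are on S1 Table, at 1.5-fold and an FDR under 0.001, 431 of the 668, and at 1.5-fold and an FDR under 0.0001, 411 of the 558.

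For the log2 fold changes of the named genes, the error used was the larger of the counting error (the distance from the middle to the end of the counting interval) and the range over the settings, since no SD between pools was computed. *Msx1* had a log2 ratio of 1.11, and the paper's value in S1 Table is 1.01. *Wnt5a* had 0.69, and the paper's value is 0.73. None of the alternatives set before the data were examined could be run for these ratios. With the authors' fold change (1.10) or after centring on the median gene (1.09), both chosen after seeing the values, *Msx1* fell within the error of 0.09, and no setting did so for *Wnt5a*.

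Among the genes of S1 Table found in the authors' deposited table, 15 have an FDR of 0.05 or more there. They are *Adipoq*, *Ccr2*, *Cidec*, *Cyp2e1*, *Ifi44l*, *Iigp1*, *Lat*, *Ltb*, *Mpeg1*, *Plin1*, *Rabif* and *Rps2*, all with the direction of S1 Table, and *Hba-a2*, *Gm11710* and *Srp54b*, which S1 Table gives as induced. *Hba-a2* and *Gm11710* have a mean count of 0 in both genotypes, and *Srp54b* has 3.00 in *Foxo1f/f* and 2.00 in *Foxo1d/d*. S1 Table gives *Hba-a2* an RPKM of 45.8 in *Foxo1f/f* and 118.8 in *Foxo1d/d*. The globin genes *Hba-a1*, *Hbb-b1* and *Hbb-b2* have no deposited counts either. For *Hba-a2* a count of 0 therefore does not show that its RNA was absent, and it does not contradict S1 Table. With the p-values adjusted over the genes of S1 Table alone, chosen when the list was already known as the paper's own calls on these libraries, 614 of the 617 genes were under 0.05. With adjustment over the genes with a mean count of at least 10, also chosen after seeing the values, 606 were, and with adjustment over the genes with at least 1 count, set before the data were examined, 605 were.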

Other observations

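The tests on adipocyte, squamous, luminal epithelial and gland markers outside S1 Table were set before their results were seen. The tests on variation between pools, on the estrogen and progesterone responses and on immune cells were chosen after the ratios had been seen, and 14 marker sets were compared in all. None of them is a test across mice.

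Several genes that the paper places under PPARG and lipid concentration are also markers of fat cells. Of 20 adipocyte markers, 16 were higher in *Foxo1d/d*, and the 10 that S1 Table does not list had a median log2 ratio of 0.28, at percentile 98.4 of random lists. Of these 10, 6 were higher and 4 lower. In the authors' deposited table 3 of them have an FDR under 0.05, *Cfd* (0.0252), which was higher here at 1.86, and *Pnpla2* (0.000145) and *Slc36a2* (0.00603), which were lower at -0.35 and -1.09. The p-values of 13 adipocyte markers imply a variation between pools of 51.3%, against a median of 16.2% for random lists, at percentile 100. For *Cidec*, *Plin1* and *Adipoq* it was 69.1%, 67.7% and 55.1%, while for *Foxo1* it was 5.82%. *Dgat2*, at 9.73%, and *Thrsp*, at 15.6%, did not share it. Fat attached to some of the uteri is a candidate explanation that both tests leave open. *Cidec*, *Plin1* and *Adipoq* are also among the S1 Table genes without an FDR under 0.05 in the authors' deposited table. A higher implied variation is not special to fat, since it lay at percentile 99.98 for 10 T and NK cell markers and 9 gland markers as well.

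*Krt5* and *Krt15*, which stand in the lists of CTNNB1 and ESRRA, are keratins of stratified epithelium. The 12 squamous markers outside S1 Table had a median log2 ratio of 0.29, at percentile 95.9 and so inside the central 95% of random lists. Of these 9 were higher, *Dsc3* (2.31) and *Ivl* (1.85) the most, though with few counts, while *Trp63* had 0.08 and *Dsg3* -1.22. All 15 markers with a mean count of at least 1, of which 12 were higher, had a median of 0.44 at percentile 99.7. The implied variation between pools of 5 squamous markers was 44.2%, at percentile 99.98. S1 Table holds 3 squamous markers with large changes, so the markers outside it do not decide whether squamous epithelium was added. The keratins cannot be told apart from added squamous epithelium by these values. The paper's RNA isolation discarded the cervixes, but it describes mice after surgery and does not name the RNA-seq uteri. The variation leaves open that squamous tissue may differ between pools.

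Of 15 estrogen response markers, 14 were higher in *Foxo1d/d*, with a median log2 ratio of 1.41. The 6 outside S1 Table were all higher, with a median of 0.45, and lay at percentile 99.9. Some of these are Sprr2 genes, which can share reads, *Sprr2e* among them with a mean count of 3.67 or less. Of the 19 progesterone response markers, 8 were higher and 11 lower, with a median of -0.11 at percentile 0.91. The 12 outside S1 Table lay inside the bounds at percentile 6.27, so a fall of the set is left undecided. The set did not rise, but only *Foxo1d/d* mice carry Cre at *Pgr*, and an effect of that allele is not separated here. The 6 luminal epithelial markers outside S1 Table lay at percentile 85.2. All 16, of which 12 were higher and 10 are on S1 Table, had a median of 0.35 at percentile 100, so a larger share of epithelial RNA is left open. The 6 luminal markers outside S1 Table ran from -0.26 to 0.29, and the 9 higher genes of the PGR list from 0.42 to 1.32. This gap does not bound the epithelial share, because selection sets much of it. The 9 genes are on S1 Table, whose smallest absolute log2 fold change is 0.38, and the 6 markers are not. The luminal markers on S1 Table, from -4.55 to 2.07, did not move alike. The PGR list as a whole, with 6 lower genes, lay inside the central 95% of its random lists, at percentile 73.0. *Cdh1* (0.11), *Epcam* (0.07) and *Krt18* (-0.03) hardly changed, while *Krt8*, on S1 Table, had 0.48. A share of all epithelium that raised these genes no further would be small beside the median of 1.41 over all 15 estrogen response markers. Of the 6 outside S1 Table, *Lcn2* (0.62), *Sprr2b* (2.70) and *Sprr2e* (2.16) rose more than the luminal marker *Cldn4* (0.29). *C3* (0.17), *Pgr* (0.20) and *Muc1* (0.28) did not. *Cldn4* stands outside S1 Table, which holds luminal markers that rose more. A larger epithelial share is therefore not excluded for *C3*, *Pgr*, *Muc1* or *Lcn2*. *Esr1* had a log2 ratio of 0.06. A stronger estrogen response in *Foxo1d/d* uteri is a hypothesis consistent with the percentile of 99.9, and the implied variation between pools of 10 of its markers lay inside the central 95% of random lists, at percentile 91.8. Changes in other cell types were not tested against it.

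Immune cell markers outside S1 Table were higher as groups. Of 12 T and NK cell markers 11 were higher, with a median log2 ratio of 0.47 at percentile 100, and all 11 macrophage and dendritic cell markers were higher, with a median of 0.27 at percentile 100. No T and NK cell marker of these 12 has an FDR under 0.05 in the authors' deposited table. A larger share of immune cell RNA may contribute to the inflammatory pathways, and a change within cells cannot be told apart from it in RNA of whole uteri. Other sets moved too. All 10 smooth muscle markers (median -0.28) and all 10 endothelium markers (median -0.21) were lower, and 15 of 16 proliferation markers were higher (median 0.26), while *Mki67* had -0.02. All 6 red blood cell markers with a mean count of at least 1 were higher (median 1.05, percentile 100).

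Among genes of uterine glands, *Prap1*, *Prss28* and *Prss29* were much lower in *Foxo1d/d*, and *Prss29* had a log2 ratio of -4.46. The 5 gland markers outside S1 Table lay at percentile 68.02, and *Foxa2* had a ratio of 0.04 with a counting interval from -0.10 to 0.17, but these are few, and *Gal* among them had mean counts of 0.33 and 2.00. All 13 gland markers with a mean count of at least 1 moved both ways, with 7 higher and 6 lower and a median of 0.04 at percentile 57.3. A lower share of gland RNA would lower the gland genes alike, and alone it does not account for falls such as that of *Prap1* (-6.64) beside an unchanged *Foxa2*.

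The paper's Fig 5D measured *Pgr*, *Ctnnb1* and *Muc1* by qRT-PCR in independent samples and shows them higher in *Foxo1d/d*. In the authors' deposited table their FDR is 0.302, 1 and 0.146, and the log2 ratios were 0.20, 0.02 and 0.28. Of the proteins that the paper stains at GD 4.5, the transcripts of *Gjb2* (log2 ratio -2.28) and *Tjp1* (-0.44) were lower at PPD 4.5, with an FDR of 4.23e-13 and 8.7e-09 in the authors' deposited table. *Cdh1* (0.11) and *Cldn1* (-0.23) have an FDR of 0.622 and 0.39 in the authors' deposited table.

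The 34 pathways of S3 Table rest on few molecules. IRS1, IRS2, MAPK11, MAPK13 and PIK3R3 hold 44.2% of all memberships, and 28 of the 34 pathways have at least 1 of these 5. They make up 50% or more of the members in 21 pathways, and 4 pathways have no other member.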
